# Transcriptome analysis reveals differences in mechanisms regulating cessation of luteal function in pregnant and non-pregnant dogs

**DOI:** 10.1186/s12864-017-4084-9

**Published:** 2017-09-27

**Authors:** Sophie Zatta, Hubert Rehrauer, Aykut Gram, Alois Boos, Mariusz Pawel Kowalewski

**Keywords:** Dog (*Canis familiaris*), CL, Luteal regression, Prepartum luteolysis, Induced abortion

## Abstract

**Background:**

In the domestic dog, corpora lutea (CL) are the only source of progesterone (P4), both in pregnant and non-pregnant cycles because there is no placental steroidogenesis. The absence of an endogenous luteolysin in absence of pregnancy results in long-lasting physiological pseudopregnancy, strongly contrasting with the acute luteolysis observed prepartum. The underlying biological mechanisms and the involvement of P4 signalling remain, however, not fully understood. Therefore, here, next-generation sequencing (RNA-Seq) was performed on CL from the late luteal phase and compared with normally luteolyzing CL collected at the prepartum P4 decrease.

**Results:**

The contrast “luteal regression over luteolysis” yielded 1595 differentially expressed genes (DEG). The CL in late luteal regression were predominantly associated with functional terms linked to extracellular matrix (*p* = 5.52e-05). Other terms related to transcriptional activity (*p* = 2.45e-04), and steroid hormone signalling (*p* = 2.29e-04), which were more highly represented in late regression than during luteolysis. The prepartum luteolysis was associated with immune inflammatory responses (*p* = 2.87e-14), including acute-phase reaction (*p* = 4.10e-06). Immune system-related events were also more highly represented in CL derived from normal luteolysis (*p* = 7.02e-04), compared with those from dogs in which luteolysis was induced with an antigestagen (1480 DEG in total). Additionally, the withdrawal of P4 at mid-gestation resulted in 92 DEG; over-represented terms enriched in antigestagen-treated dogs were related to the inflammatory response (*p* = 0.005) or response to IL1 (*p* = 7.29e-05). Terms related to proliferation, e.g., centrosome organization (*p* = 0.002) and steroid metabolic processes (*p* = 0.001), prevailed at mid-gestation. Thereby, our results revealed the nature of luteotropic effects of P4 within canine CL. It appears that, even though they result in diminished steroidogenic output, the effect of antigestagens is more related to the withdrawal of P4 support than to the PGF2alpha-related inflammatory reaction observed at physiological parturition.

**Conclusions:**

We report the differential gene expression associated with maintenance and cessation of luteal function in pregnant and non-pregnant dogs. Based on the differentially expressed genes, we indicate functional pathways and gene networks that are potentially involved in the underlying endocrine and molecular mechanisms. This study establishes future research directions that may be helpful in understanding some of the clinical conditions, such as luteal insufficiency, associated with negative pregnancy outcome in dogs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4084-9) contains supplementary material, which is available to authorized users.

## Background

The domestic dog is classified as a mono-estric, polytocous and aseasonal breeder, with an obligatory quiescence phase called anestrus [1, 2]. Although canine reproduction has already attracted some attention, still many of the species-specific peculiarities remain not fully understood. Unlike in livestock, the dog lacks placental steroidogenesis [3]. Thus, luteal P4 is the only major source of circulating levels of this hormone, both in non-pregnant cycles and during pregnancy. The lifespan of corpora lutea (CL) in non-pregnant bitches often outlasts the luteal duration in pregnant animals [4]. The luteal phase and P4 levels are almost identical in both situations until around day 60, i.e., prior to parturition when a steep decline of serum P4 is observed in pregnant dogs, indicating prepartum luteolysis [5, 6]. In contrast, in the non-pregnant dog a slow decline of P4 is observed, until basal levels of P4 reach <1 ng/ml, indicating the onset of anestrus [4, 7]. Moreover, at least in non-pregnant dogs, the function of CL is independent of a uterine luteolysin (PGF2alpha), and remains unaffected by hysterectomy [8]. Also, a luteolytic function of intraluteally produced prostaglandins can be ruled out [9]. In pregnant dogs, the prepartum decline of P4 is concomitant with increased circulating levels of PGF2alpha, predominantly of fetal placental origin, indicating its role during parturition and/or luteolysis [3, 5, 6, 10, 11].

During the early luteal phase, canine CL exhibit decreased sensitivity to gonadotropic support [12, 13] and luteal PGE2 seems to be a potent luteotropic factor [14–16]. The period of relative gonadotropin independence ends at around day 25 post ovulation (p.o.) [13] and prolactin (PRL) becomes the main luteotropic factor thereafter [17, 18]. However, despite the continuously increasing availability of PRL and luteinizing hormone (LH), during the second half of diestrus luteal regression sets in, associated with structural degeneration of CL and without any signs of strong apoptosis [2, 19]. Consequently, based on the evidence so far, regression of the CL in the dog seems to be a passive degenerative process (reviewed in [1]). Only during prepartum luteolysis are the acute PGF2alpha surge and the concomitant steep fall of P4 associated with massive apoptotic activity within the CL [1]. Interestingly, there is no pregnancy- and/or parturition-related increase in estrogens in dogs [3]. The luteotropic role of P4 is substantiated by the fact that application of an antigestagen induces the utero-placental signaling cascade, unequivocally resulting in preterm luteolysis/abortion [2, 10, 20].

The role of the immune system in canine CL function is still not fully elucidated. Hoffmann and collaborators [21] reported the time-dependent presence of CD4- and CD8-positive immune cells along with cells staining positively for MHC II complex in the CL tissue of non-pregnant dogs. Additionally, expression of several interleukins (IL) and cytokines was confirmed at different stages of development in non-pregnant canine CL [22]. Recently, similar observations have been made with regards to canine CL of pregnancy [23], implying an active involvement of the immune system in the prepartum luteolytic cascade.

Nevertheless, regulatory mechanisms governing the canine CL lifespan, and especially differences in termination of CL function in pregnant vs. non-pregnant bitches, remain not fully understood. Therefore, aiming to obtain deeper insights into underlying endocrine regulatory mechanisms, herein, a next-generation deep RNA sequencing (RNA-Seq) was employed to investigate global gene expression during the maintenance and cessation of canine CL function. Luteal samples collected at prepartum luteolysis were compared with corresponding samples from non-pregnant dogs obtained during late CL regression (day 65 p.o.). The changes evoked by prepartum PGF2alpha release were assessed by comparing mid-gestation samples with those from active prepartum luteolysis. Additionally, in order to assess P4-dependent effects, samples were obtained from bitches in which pre-term luteolysis/abortion was induced at mid-term by the antigestagen aglepristone. The global gene expression in these samples was compared with natural prepartum luteolysis as well as with mid-pregnant dogs.

This is the first comprehensive, comparative transcriptome analysis of canine CL in pregnant and non-pregnant bitches during cessation of the CL life span, including a functional approach demonstrating antigestagen-mediated effects.

## Methods

### Animals, tissue sampling and preservation

All animal experiments and use of tissue samples were in accordance with animal welfare legislation and were approved by the respective authorities of the Justus-Liebig University, Giessen, Germany (permit no. II 25.3-19c20-15c GI 18/14 and VIG3-19c-20/15c GI 18,14) and the University of Ankara (permit no. 2006/06), Ankara, Turkey. All tissues were used in our previous experiments [24, 25]. Thus, corpora lutea (CL) from clinically healthy, cross-breed bitches (aged 2–8 years) were used representing the following experimental groups: (Group-1) mid-pregnancy (days 35–40 post ovulation, p.o.; *n* = 5); (Group-2) active prepartum luteolysis (*n* = 3); (Group-3) antigestagen-treated mid-gestation group (days 40–45 p.o.; *n* = 5); (Group-4) non-pregnant bitches at late CL regression (day 65 p.o.; *n* = 5).

In all dogs the time of ovulation was determined by measurements of plasma P4 (> 5 ng/ml) and by vaginal histology [26]. Pregnant dogs were mated 2 days after ovulation (Day 0), which in the dog is the time needed for completion of oocyte maturation within the oviduct. To determine active prepartum luteolysis (Group-2), P4 concentrations in peripheral blood plasma were measured at 6 h intervals beginning on day 58 of pregnancy; when P4 levels in 3 consecutive measurements fell below 2–3 ng/ml, the tissue material was collected. The respective P4 levels are presented in [10]. In Group 3, prepartum luteolysis/abortion was induced with the antigestagen aglepristone (Alizine(R), Virbac, Bad Oldesloe, Germany; 10 mg/Kg bw, 2×/24 h apart) and the tissues were collected 24 h after the second application.

All dogs underwent routine ovariohysterectomy. Immediately after surgery, the CL tissues were trimmed of surrounding ovarian tissue, washed with phosphate-buffered saline (PBS) and placed in RNAlater(R) (Ambion Biotechnologie GmbH, Wiesbaden, Germany) for 24 h at +4 °C, and then stored at −80 °C until use.

Tissues from all animals were used for RNA-Seq and TaqMan PCR experiments. Because of limited tissue material in Group-4, only three of five samples were used for RNA-Seq. Due to formal restrictions regarding collection of tissue material and experimental procedures, Group-2 (prepartum luteolysis) was comprised of only three replicates.

### RNA isolation and purification

Total RNA was extracted using TRIzol(R) Reagent following the manufacturer’s protocol (Invitrogen, Carlsbad, CA, USA). The RNA purity and quantity was measured with a NanoDrop 2000C(R) spectrophotometer (Thermo Fischer Scientific AG, Reinach, Switzerland). Further purification of RNA was performed by the RNeasy® Mini Kit (Qiagen GmbH, Hilden, Germany). RNA integrity was assessed with the Agilent 2200 TapeStation System. The RNA integrity numbers (RIN) ranged from 7.2 to 9.5.

### RNA-sequencing and data evaluation

#### Library preparation

The quality and quantity of isolated RNA were determined with a Qubit® (1.0) Fluorometer (Life Technologies, California, USA) and a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The TruSeq RNA Sample Prep Kit v2 (Illumina, Inc., California, USA) was used in the succeeding steps. Briefly, total RNA samples (100-1000 ng) were poly-A enriched and then reverse-transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired and polyadenylated before ligation of TruSeq adapters containing the index for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of enriched libraries were validated using the Qubit(R) (1.0) Fluorometer and the Caliper GX LabChip(R) GX (Caliper Life Sciences, Inc., USA). The product is a smear with an average fragment size of approximately 260 bp. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH 8.5 with 0.1% Tween 20.

#### Cluster generation and sequencing

The TruSeq PE Cluster Kit v4-cBot-HS or TruSeq SR Cluster Kit v4-cBot-HS (Illumina, Inc., California, USA) were used for cluster generation using 10 pM of pooled normalized libraries on the cBOT System. Sequencing was performed on the Illumina HiSeq 2500 single end 125 bp using the TruSeq SBS Kit v4-HS (Illumina, Inc.). The data described in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE98657 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=azclmwquvjwftsl&acc=GSE98657).

#### Data analysis

For the quantitative assessment of gene expression, next generation sequencing (NGS, RNA-Seq) was performed. To align the large transcriptome RNA-Seq dataset, the Spliced Transcripts Alignment to Reference (STAR-aligner) software was used to perform RNA-Seq data read-alignment [27]. As for the reference genome, the Ensembl genome build CanFam3.1 was used (www.ensembl.org/Canis_familiaris/Info/Index). With the function *featureCounts* from the R package Rsubread, the gene expression values were calculated [28]. We considered a gene as detected if it had an average count of 10 reads in at least one group of replicates. Differential expression was assessed using the generalized linear model approach implemented in the Bioconductor package DESeq2 [29]. Specifically, we used a call to the function DESeq2, which: (a) provides an estimate of size factors to normalize for sequencing depth, (b) estimates the dispersion function for the expression counts, and finally (c) performs a fit with a negative binomial model that uses the experimental groups as a single factor. Significance of the differential expression was assessed using the Wald test for the coefficients of the fitted model. Details are described in the documentation of the Bioconductor package DESeq2 [29]. The *p*-value was adjusted to <0.01. Next, the “FDR”-method (False Discovery Rate; FDR 10%, i.e. adjusted *p*-value <0.1) was computed using the Benjamini-Hochberg algorithm and applied for correction of multiple testing. Differentially expressed genes (DEG) were identified for the selected contrasts, i.e., pairwise comparisons. Complete results are provided in Additional files 1, 2, 3 and 4. With these settings and the expected variability of results, in particular following antigestagen treatment, our approach was explorative allowing us to select potential DEG for further downstream analysis by qPCR. Accordingly, the expression of selected key target genes was validated by RT-PCR. Association of Gene Ontology (GO) categories with DEG was computed using the Bioconductor package *goseq* [30]. In order to detect significantly enriched biological pathways, the RNA-Seq data were further analyzed with the web-based software QIAGEN’s Ingenuity(R) Pathway Analysis (IPA(R), QIAGEN Redwood City, build version: 364,062 M, content version: 26,127,183 (release date: 2015-11-30)). Additionally, Partek(R) Genomics Suite(R) (version 6.6 Copyright(C); 2015 Partek Inc., St. Louis, MO, USA), a next generation sequencing, microarray and qPCR data analysis software, and Enrichr, an integrative web-based and mobile software application [31], were applied to support and corroborate the results. With the open source bioinformatics software platform Cytoscape v3.0.0 [32] application ClueGO v2.2.3 [33], analysis and visualization of possible differentially enriched functional biological networks were performed for the following contrasts (i.e., pairwise group comparisons): “luteal regression over luteolysis”, and “luteolysis over antigestagen”. As input for IPA and Cytoscape, all DEG with *p* < 0.01, FDR < 0.1 for the respective contrasts were used (Table 2, respective Additional files 1, 2, 3 and 4). The Venn diagrams show the overlap of DEG when applying an additional fold-change threshold of two-fold up- and down-regulation.

### Expression of selected target genes by semi-quantitative real time (TaqMan) polymerase chain reaction (PCR)

Total RNA from all samples was used for semi-quantitative RT-PCR. With each sample, 10 ng of RNA was used. DNase treatment was performed following the instructions of the manufacturer (Promega, Dübendorf, Switzerland) with RQ1 RNase-free DNase. Reverse transcription (RT) was carried out with the supplier’s protocol for the High Capacity cDNA Reverse Transcription Kit including RNase Inhibitor (Applied Biosystems from Thermo Fisher Scientific, Foster City, CA, USA). The quantity of cDNA was then increased by amplifying it according to the protocol for the TaqMan® PreAmp Master Mix Kit (Applied Biosystems).

TaqMan PCR was performed as described previously [10, 34, 35]. Gene-specific primers and 6-carboxyfluorescein (6-FAM) and 6-carboxytetramethyl-rhodamine (TAMRA) labeled probes were designed using PrimerExpress software version 2.0 (Applied Biosystems) ordered from Microsynth, Balgach, Switzerland. The efficiency of self-designed expression assays was validated as previously described [35] ensuring approximately 100%. The predesigned TaqMan systems were ordered from Applied Biosystems by Thermo Fisher Scientific. For an overview of the primers, TaqMan probes and predesigned TaqMan systems see Table 1. Reactions were run in an automated fluorometer ABI PRISM^®^ 7500 Sequence Detection System (Applied Biosystems). As a control, experiments were run in the absence of the enzyme during the reverse transcription step (the so-called minus-RT control). Relative quantification was done using the comparative CT method (ΔΔ CT method) [34, 35]. GAPDH, B-ACTIN and Cyclophilin A (PPIA) acted as reference genes for normalization of target gene expression [34, 35]. The sample with the lowest expression of the target gene served as the calibrator. Relative gene expression (RGE) is presented. The threshold cycle (CT) value constitutes the PCR cycle number at which the reported fluorescence exceeds the base line above the background fluorescence. Due to the uneven distribution of Real Time data, logarithmic transformation was performed and the results are presented as geometric means (Xg) +/− geometric standard deviation (SD). An unpaired, two-tailed Student’s t-test was applied to show pairwise contrasts of gene expression between groups. GraphPad3 (GraphPad Software Inc., San Diego, CA, USA) was used; *p* < 0.05 was considered as significant.

**Table 1:** List of primers used for Real Time (TaqMan) PCR

Primer	Accession number	Primer sequence	Product length (bp)
SAA-for SAA-rev SAA-TaqMan Probe	NM_001313872.1	5′-TGG GAC ATG TTG AGA GCC TAC TC-3′ 5′-CCT CTG TGC AGC GTC ATA GTT C-3′ 5′-TTC AGA CAA ATA CTT CCA TGC CCG GG-3’	114
CXCL8-for CXCL8-rev CXCL8-TaqMan Probe	NM_001003200.1	5’-CCA CAC CTT TCC ATC CCA AA-3′ 5′-CCA GGC ACA CCT CAT TTC CA-3′ 5′-CTG AGA GTG ATT GAC AGT GGC CCA CAT TGT-3’	114
IL1b-for IL1b-rev IL1b-TaqMan Probe	NM_001037971.1	5’-TGC CAA GAC CTG AAC CAC AGT-3′ 5′-CTG ACA CGA AAT GCC TCA GAC T-3′ 5′-CAT CCA GTT GCA AGT CTC CCA CCA GC-3’	97
GAPDH-for GAPDH-rev GAPDH-TaqMan Probe	NM_001003142.2	5’-GCT GCC AAA TAT GAC GAC ATC A-3′ 5′-GTA GCC CAG GAT GCC TTT GAG-3′ 5′-TCC CTC CGA TGC CTG CTT CAC TAC CTT-3’	75
MHCII-for MHCII-rev MHCII-TaqMan Probe	NM_001011723.1	5’-GGA GAG CCC AAC ATC CTC ATC-3′ 5′-GGT GAC AGG GTT TCC ATT TCG-3′ 5′-TCG ACA AGT TCT CCC CAC C-3’	90
RXFP1-for RXFP1-rev RXFP1-TaqMan Probe	XM_014119744.1	5’-GGC ACC AAT GGA GTG TGT TTC-3′ 5′-TGC CGC CAA GTT AAC ACC AA-3′ 5′-TAC TGG AGC CCA GAT TTA TTC GGT GGC-3’	102
GATA 4	NM_001048112.1	Applied Biosystems, prod. nr.: Cf02736086_m1	104
JUN	XM_860558.1	Applied Biosystems, prod. nr.: Cf02696722_g1	90
CCL13	NM_001003966.1	Applied Biosystems, prod. nr.: Cf02622470_mH	117
CCL3	NM_001005251.1	Applied Biosystems, prod. nr.: Cf02671956_m1	131
YY1	XM_849421.1	Applied Biosystems, prod. nr.: Cf02637858_m1	81
ECM2	XM_533562.2	Applied Biosystems, prod. nr.: Cf02641132_m1	74
GATA6	XM_547642.2	Applied Biosystems, prod. nr.: Cf02654912_m1	71
CCNA2	XM_540965.2	Applied Biosystems, prod. nr.: Cf02648449_g1	77
B-ACTIN	NM_001003349.1	Applied Biosystems, prod. nr.: Cf03034055_u1	121
PPIA	XM_843327.1	Applied Biosystems, prod. nr.: Cf03986523_gH	92

## Results

### Analysis of RNA-Seq data

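RNA-Seq counts the sequenced reads that fall on each gene, so that a gene's share of all reads estimates its mRNA abundance in the tissue. The CL of 15 dogs were analysed, 1 library per dog: 5 dogs at mid-gestation (days 35 to 40 after ovulation), 5 antigestagen-treated dogs, 3 dogs at prepartum luteolysis and 2 non-pregnant dogs in luteal regression (day 65). For luteal regression the paper gives 3 dogs, the third of which was not analysed here. The antigestagen aglepristone, which blocks the P4 receptor, was given to pregnant dogs between days 40 and 45 at 10 mg/kg in 2 applications 24 h apart, and the CL were collected 24 h after the last one. Prepartum luteolysis was recognised from peripheral P4, sampled every 6 h from day 58, once 3 consecutive measurements lay below 2 to 3 ng/ml. The libraries were made from poly-A selected RNA and read from a single end. The authors aligned the reads with STAR, counted them per Ensembl gene with featureCounts and deposited the counts of 23630 genes without normalization. Counts of at least 10000 (3148 values) are deposited rounded to 4 significant digits. The total count per dog ranged from 8558743 to 26284315 with a median of 18313707, and 4296 genes had no read in any dog.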

Pairwise comparisons (contrasts) of NGS data were performed for selected experimental groups. The normalized read count data were produced with the Bioconductor package DEseq2 [29]. A summary of the results for all contrasts investigated in the study is presented in Table 2. The complete result tables are available as Additional files 1, 2, 3 and 4.

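Starting from the deposited counts, genes with a mean count of at least 10 in any of the 4 groups entered the fit, which left 14922 genes. Library sizes were scaled with TMM normalization, and 1 negative binomial model with a mean for each group was fitted across all 15 dogs in edgeR. Each contrast was then tested with edgeR's quasi-likelihood F-test, which is two-sided, on the genes reaching that mean count in at least 1 of its 2 groups, with Benjamini-Hochberg adjustment over the genes tested. The criteria for DEG were those of the paper, a p-value below 0.01 together with an adjusted p-value below 0.1. Expression is given as CPM, the count scaled to a common library size, with mean ± standard deviation (SD) over the dogs of a group, and a change as the log2 ratio of the first over the second group with its standard error (SE). Gene names were taken from the additional files, which name 2970 of the 3261 identifiers they list. Genes are reported where the paper names them for a contrast. HSD3B7 was added to all 4 contrasts for 3betaHSD. Whether it is the 3betaHSD of luteal P4 synthesis was not tested, so its values are not to be read as a measure of P4 synthesis. Also reported are the 3 DEG of smallest p-value in each direction among those without overlap between the dogs of both groups. Of the 24 such genes for “luteal regression over luteolysis”, those of smallest p-value aside and HSD3B7 included, 14 were DEG with adjustment over all genes and 21 with adjustment over the named genes alone. These counts were 10 and 10 of 10 genes for “mid-gestation over luteolysis”, 0 and 21 of 24 for “mid-gestation over antigestagen”, and 11 and 14 of 24 for “luteolysis over antigestagen”. Since nearly all of these genes are calls made on the same dogs, the adjustment over them alone shows no stability.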

**Table 2:** Summary of the RNA-Seq results for all contrasts investigated in the study, feature counts including DEG (differentially expressed genes) numbers, are presented

Analysis	Luteal regression over luteolysis	Mid-gestation over luteolysis	Mid-gestation over antigestagen	Luteolysis over antigestagen
Genes Total (*p*-value <0.01, FDR <0.1)	1595	1745	92	1480
Genes UP	541	690	38	793
Genes Down	1054	1055	54	687
Number of features	23,630	23,630	23,630	23,630
Number of features with counts above threshold	14,883	14,469	14,186	14,280
Linear signal threshold	10	10	10	10

Contrast: “luteal regression over luteolysis”.

The number of features with counts above threshold of 10 reads per gene was 14,883. 

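With 2 luteal regression dogs against 3 luteolysis dogs, 14768 genes were tested and 1097 had an unadjusted p-value below 0.01. After adjustment 754 of them were DEG (edgeR's quasi-likelihood test), 529 with lower and 225 with higher expression in luteal regression. With limma-voom and quality weights per dog, which moved this number furthest upwards, there were 3646 DEG, whereas with the dogs of these 2 groups alone in the model there were 0 DEG (2360 genes at an unadjusted p-value below 0.05). Among DEG without overlap between the dogs of both groups, the smallest p-values belonged, for genes lower in luteal regression, to SNX10 (ENSCAFG00000028917), at 51.3 ± 6.93 against 444 ± 202 CPM (mean ± SD, log2 ratio −3.11, SE 0.39, edgeR adjusted p = 0.0106), and to LAP3 (ENSCAFG00000015095) and TCIRG1 (ENSCAFG00000010972), with log2 ratios of −1.71 and −1.56. For genes higher in luteal regression they belonged to KANK4 (ENSCAFG00000018806), FAM78B (ENSCAFG00000013491) and ZBTB16 (ENSCAFG00000013538). KANK4 was at 45.1 ± 1.62 against 15.9 ± 1.93 CPM (log2 ratio 1.50, SE 0.23, edgeR adjusted p = 0.0261). The log2 ratios of FAM78B and ZBTB16 were 1.86 and 2.84. Without the luteolysis dog Senta 5 genes were DEG, 1 of them higher in luteal regression. At most 1 of KANK4, FAM78B and ZBTB16 was therefore still a DEG.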

We call differentially expressed genes (DEG) by applying a *p*-value threshold of 0.01 and adjusted *p*-value (FDR) of 0.1 and found 1595 significant DEG: 1054 genes show lower and 541 show higher expression in the luteal regression group compared to the luteolysis group.

Contrast: “mid-gestation over luteolysis”.

In this contrast, the number of features with counts above the threshold 10 reads per gene was 14,469. 

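Between 5 mid-gestation and 3 luteolysis dogs, 14669 genes were tested, of which 1323 had an unadjusted p-value below 0.01. The DEG numbered 1197 by edgeR's quasi-likelihood test after adjustment, 357 higher and 840 lower at mid-gestation. Other settings spread from 422 DEG, with only these 2 groups in the model, to 3220 with limma-voom. CD248 (ENSCAFG00000028875), SNTB1 (ENSCAFG00000000957) and KANK4 had the smallest p-values among DEG higher at mid-gestation without overlap between dogs, and CAPG (ENSCAFG00000007788), NRIP3 (ENSCAFG00000007014) and SNX10 among those lower. CD248 was measured at 18.9 ± 4.77 CPM at mid-gestation and 4.70 ± 0.279 CPM at luteolysis (mean ± SD, n = 5 and 3, log2 ratio 2.01, SE 0.26, edgeR adjusted p = 0.00672), and CAPG at 14.9 ± 4.42 and 164 ± 102 CPM (log2 ratio −3.46, SE 0.43, with the same adjusted p-value in edgeR). All 6 genes were DEG in each of the 8 fits that left out 1 dog of either group.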

Of the 1745 DEG (*p*-value < 0.01, and adjusted *p*-value, FDR < 0.1) found in this contrast, 690 were more highly expressed and 1055 were lower at mid-gestation compared to the luteolysis group.

Contrast: “mid-gestation over antigestagen”.

The number of features with counts above the threshold of 10 reads per gene was 14,186. This contrast generated the highest variability in gene expression levels and the least number of genes that were differentially expressed. 

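Variability was measured within groups, as the median over genes of the SD of log2 CPM, and per contrast, as edgeR's common dispersion. The median SD was 0.408 among luteolysis dogs, 0.412 among antigestagen-treated dogs, 0.161 between the luteal regression dogs and 0.342 among mid-gestation dogs. Leaving out 1 dog at a time, it lay between 0.244 and 0.439 for luteolysis, between 0.336 and 0.437 for antigestagen treatment and between 0.294 and 0.356 for mid-gestation. The common dispersion of “mid-gestation over antigestagen” was 0.116 (jackknife SE 0.0172), against 0.132 (SE 0.0565) for “luteal regression over luteolysis”, 0.132 (SE 0.0354) for “mid-gestation over luteolysis” and 0.144 (SE 0.0357) for “luteolysis over antigestagen”. The differences between the 4 dispersions are smaller than the SE of the 3 contrasts that include the luteolysis dogs. Without the luteolysis dog Amy the dispersions of these 3 contrasts fell to 0.0530, 0.0992 and 0.113. That of “mid-gestation over antigestagen” was then the highest.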

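In “mid-gestation over antigestagen”, with 5 dogs in each group, 14399 genes were tested. An unadjusted p-value below 0.01 was reached by 246 genes and one below 0.05 by 980 genes. After Benjamini-Hochberg adjustment 0 genes were DEG, the smallest adjusted p-value of edgeR's quasi-likelihood test being 0.129. The alternative that moved this number most was DESeq2 without shrinkage of the log2 ratios, with 87 DEG, 36 higher and 51 lower at mid-gestation.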

Of the 429 genes initially selected based on the *p* < 0.01 criterion, only 92 DEG passed the FDR < 0.1 correction and were therefore used for all downstream analyses; 38 genes were more and 54 genes were less expressed in mid-gestation compared to the antigestagen group. Although expected, the high variability of gene expression limits the interpretability of results.

Contrast: “luteolysis over antigestagen”.

For this contrast, the number of features with counts above the threshold was 14,280. From the 1480 DEG (*p* < 0.01, FDR < 0.1) identified in this contrast, 687 were more and 793 were less expressed in the antigestagen group in contrast to the luteolysis group.

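For “luteolysis over antigestagen” (3 against 5 dogs), 14473 genes were tested and 1044 had an unadjusted p-value below 0.01. By edgeR's quasi-likelihood test with adjustment, 687 genes were DEG, 235 of them higher and 452 lower in the antigestagen-treated dogs. Limma-voom gave 2833 DEG, the furthest upwards, and fitting the 2 groups alone gave 3, the furthest downwards. The DEG of smallest p-value without overlap between dogs were RRM2 (ENSCAFG00000003409), C1orf21 (ENSCAFG00000013460) and ABRACL (ENSCAFG00000000281) among those higher at luteolysis and CD248, SPOCK2 (ENSCAFG00000014413) and ENSCAFG00000000492 among those higher after treatment, each with an edgeR adjusted p of 0.0168. RRM2 was at 39.9 ± 31.8 CPM in luteolysis and 2.33 ± 0.872 CPM in treated dogs (mean ± SD, log2 ratio 4.10, SE 0.62), where 1 treated dog lay apart from the other treated dogs at 0.828 CPM. SPOCK2 was at 23.1 ± 3.44 and 77.4 ± 24.5 CPM (log2 ratio −1.74, SE 0.27).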

#### Functional annotations and pairwise comparisons

We identified the Gene Ontology (GO) terms that are enriched with differentially expressed genes in the three subgroups: biological process (BP), cellular compartment (CC) and molecular function (MF). Figs. 1 and 2 show heatmaps of the differentially expressed genes together with associated main functional terms. 

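The dogs behind these lists differ within groups as well as between them. In a principal component analysis of log2 CPM over all 15 dogs, the first 3 components held 27.0%, 17.5% and 10.9% of the variance. The first component spanned from −29.0 to 84.4 among the luteolysis dogs and from −68.2 to 20.5 among the antigestagen-treated dogs, against −40.7 to −2.70 at mid-gestation and 24.2 to 35.9 in luteal regression. Across genes, Spearman's rho between the luteolysis dogs was 0.976 for Kimba and Senta, and 0.912 and 0.928 for Amy with each of them; between the luteal regression dogs it was 0.983. Genes are not independent replicates, so no p-value is attached to these values. The number of DEG depended on which dog was left out. It ran from 5 to 1593 for “luteal regression over luteolysis” (3 fits), from 112 to 2434 for “mid-gestation over luteolysis” (8 fits), from 0 to 8 for “mid-gestation over antigestagen” (10 fits) and from 6 to 2169 for “luteolysis over antigestagen” (8 fits). In the 3 contrasts with luteolysis the lowest number came from leaving out Senta and the highest from leaving out Amy.

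**Figure D1:**
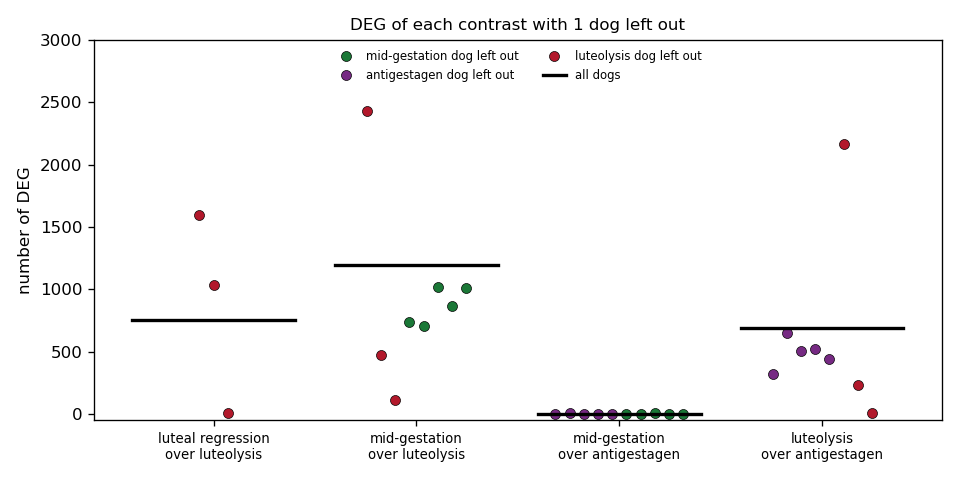
Number of DEG (y axis) in each of the 4 contrasts when 1 dog is left out of the model. Each point is 1 fit, coloured by the group of the dog left out, and the line marks the number with all dogs. The contrasts with luteolysis span from 112 to 2434 DEG in “mid-gestation over luteolysis”, and “mid-gestation over antigestagen” stays at 8 DEG or fewer.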

Lists of representative genes involved in particular GO terms in each contrast are presented in Additional file 5.

**Fig. 1:**
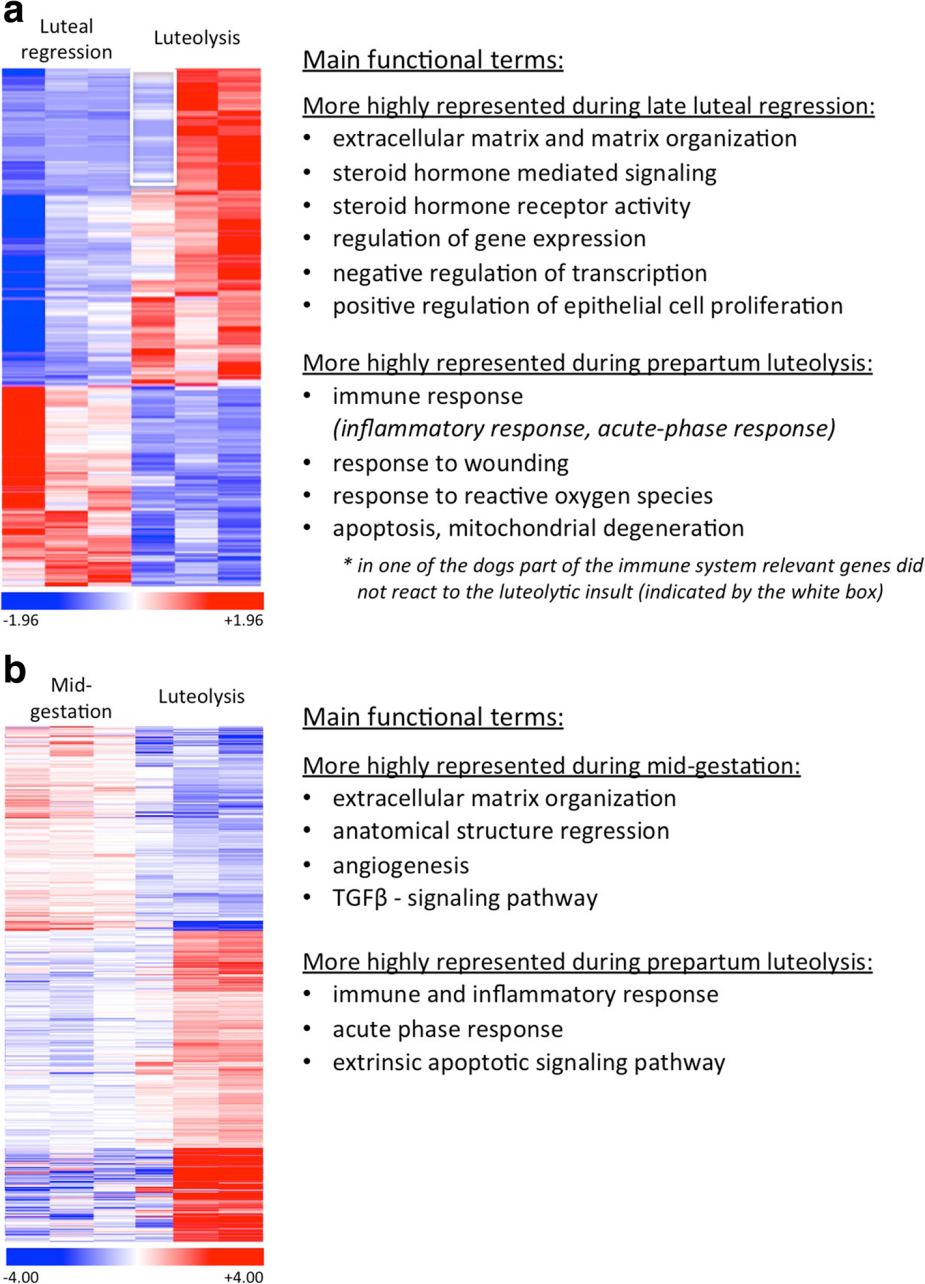
Representative heatmaps showing the RNA-Seq analysis of differentially expressed genes (DEG) of two contrasts: **a** “luteal regression over luteolysis”, and **b** “mid-gestation over luteolysis”. For each gene the red color indicates high expression relative to the average expression of the gene, while the blue color indicates low expression. **a** 1595 DEG were detected for the contrast “luteal regression over luteolysis”, 1054 genes were less and 541 were more highly expressed in luteal regression (*p* < 0.01, FDR < 0.1), **b** 1745 DEG were found in the contrast “mid-gestation over luteolysis”, 1055 were less and 690 were more expressed in mid-gestation (*P* < 0.01, FDR < 0.1). The main functional terms overrepresented in each of the groups are listed (details, including statistics are presented in the text). The entire list of DEG identified genes is provided as Additional files 1 and 2

**Fig. 2:**
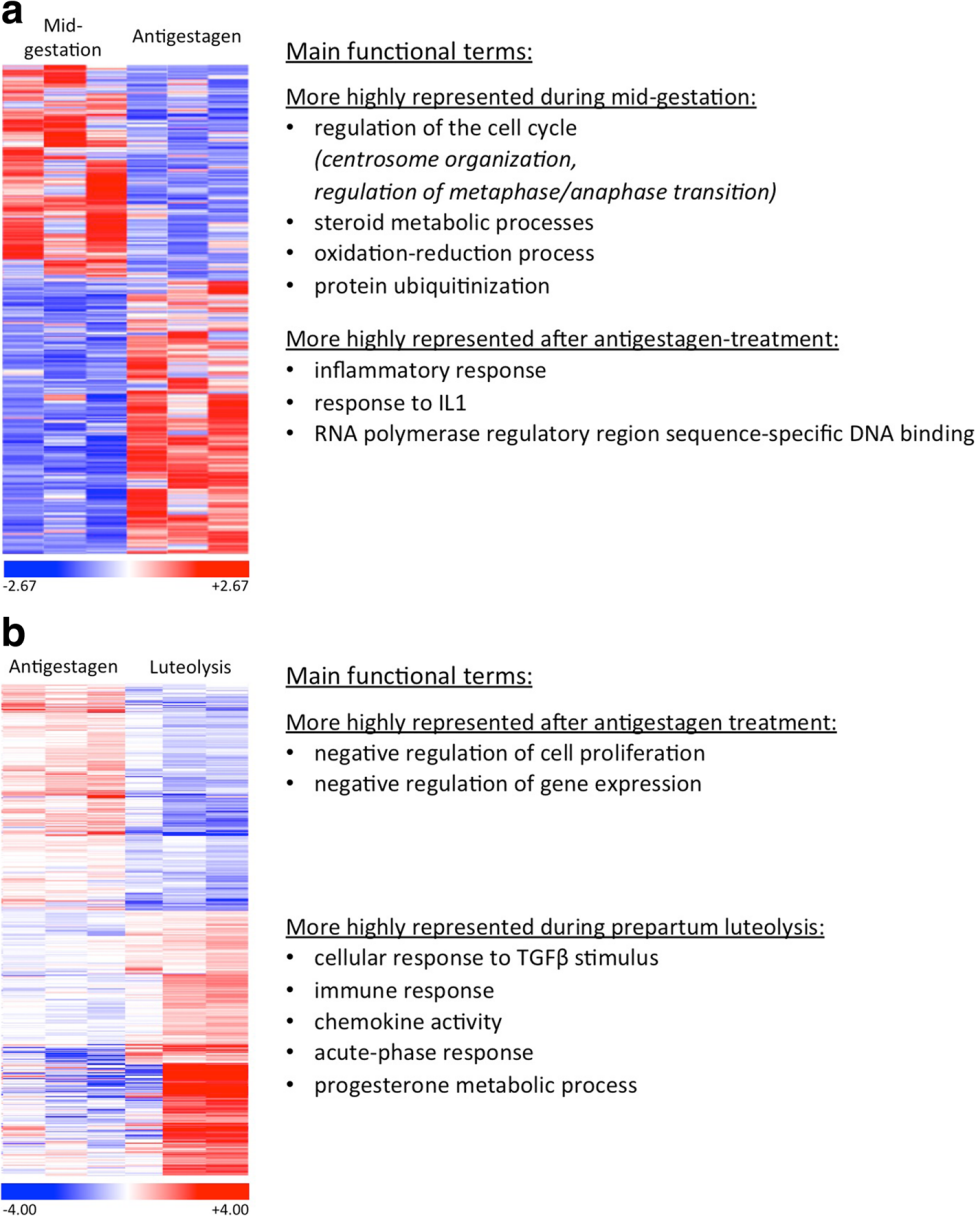
Representative heatmaps showing the RNA-Seq analysis of differentially expressed genes (DEG) of two contrasts: **a** “mid-gestation over antigestagen”, and **b** “luteolysis over antigestagen”, are presented. For each gene the red color indicates high expression relative to the average expression of the gene, while the blue color indicates low expression. **a** 492 genes were found for the contrast “mid-gestation over antigestagen” based on the *p* < 0.01 threshold (shown). Of these, 92 DEG passed the FDR < 0.1 selection (adjusted *p*-value), of which 38 genes were more and 54 genes were less expressed at mid-gestation. These genes were used for further downstream analyses. **b** 1480 DEG were identified in the contrast “luteolysis over antigestagen”, 793 were more and 687 were less expressed in the antigestagen group compared to the luteolysis group (*p* < 0.01, FDR < 0.1). The main functional terms overrepresented in each of the groups are listed (details, including statistics are presented in the text). The entire list of DEG identified genes is provided as Additional files 3 and 4

“Luteal regression over luteolysis”:

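For each functional term, Additional file 5 names some representative genes, and their RNA-Seq values are given here in place of the term's enrichment, which needs the term's whole gene list. Over the terms, networks and pathways listed for “luteal regression over luteolysis”, 131 different genes were tested, 128 had the stated direction and 74 were DEG by edgeR's quasi-likelihood test with adjustment. The authors chose these genes among the DEG of the same dogs, so that their direction follows from the choice, here and in the lists below. With the dogs of the 2 groups alone in the model, which moved this number most, 0 of them were DEG (2360 of all genes had an unadjusted p-value below 0.05), and with DESeq2 and shrunken log2 ratios 129 were. Of the terms listed for luteal regression, the number of DEG and the median log2 ratio of the representative genes were: extracellular matrix (4 of 9 genes DEG, median 1.41), steroid hormone mediated signaling (4 of 8 genes DEG, median 1.08), regulation of gene expression (6 of 10 genes DEG, median 1.23), negative regulation of transcription (6 of 10 genes DEG, median 2.07), regulation of DNA-templated transcription (7 of 10 genes DEG, median 1.88) and positive regulation of epithelial cell proliferation (2 of 5 genes DEG, median 1.01). All genes of these 6 terms were higher in luteal regression.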

GO terms having highly significant association with genes upregulated in the luteal regression group are: extracellular matrix (*p* = 5.52e-05) and matrix organization (*p* = 0.001), steroid hormone mediated signaling (*p* = 2.29e-04) and steroid hormone receptor activity (*p* = 1.63e-04), regulation of gene expression (*p* = 7.40e-04), negative regulation of transcription from RNA polymerase II promoter (*p* = 5.02e-05), and regulation of transcription, DNA-templated (*p* = 2.45e-04), as well as positive regulation of epithelial cell proliferation (*p* = 3.4e-03).

Terms associated with genes that were more highly expressed in prepartum luteolysis were: immune response (*p* = 1.35e-14) (e.g., leucocyte migration, chemotaxis) and inflammatory response (*p* = 2.87e-07), regulation of response to wounding (*p* = 1.41e-05), response to reactive oxygen species (*p* = 0.002), acute-phase response (*p* = 4.10e-06), positive regulation of angiogenesis (*p* = 0.003), and apoptotic mitochondrial changes (*p* = 0.02).

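The representative genes of the terms listed for prepartum luteolysis all had negative log2 ratios in the deposited counts, with the following numbers of DEG (edgeR) and median log2 ratios: immune response (8 of 9 genes DEG, median −2.81), response to wounding (3 of 8 genes DEG, median −1.56), response to reactive oxygen species (3 of 3 genes DEG, median −2.05), acute-phase response (5 of 6 genes DEG, median −3.45), positive regulation of angiogenesis (3 of 9 genes DEG, median −2.20) and apoptotic mitochondrial changes (1 of 4 genes DEG, median −1.99). Averaged over its 9 genes and centred on the mean of all 15 dogs, log2 CPM of the immune response term was 1.97 ± 1.70 in luteolysis (mean ± SD, n = 3) and −1.47 ± 0.44 in luteal regression (n = 2). Among the luteolysis dogs it ran from 0.04 in Amy to 3.26.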

“Mid-gestation over luteolysis”:

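The genes that Additional file 5 names for “mid-gestation over luteolysis” comprise 57 tested genes, of which 57 had the stated direction and 45 were DEG (edgeR's quasi-likelihood test with adjustment). For the terms of mid-gestation the DEG and median log2 ratios were: extracellular matrix organization (6 of 10 genes DEG, median 1.13), anatomical structure regression (2 of 2 genes DEG, median 1.67) and angiogenesis (6 of 10 genes DEG, median 1.33). Of the 10 genes of the TGFβ signaling pathway 8 were DEG, and all 10 were higher at mid-gestation.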

More represented during mid-gestation were terms relating to extracellular matrix organization (*p* = 0.002), anatomical structure regression (*p* = 0.01), angiogenesis (*p* = 0.03) and TGFβ signaling pathway (*p* = 4.47e-06). In contrast, represented more highly during prepartum luteolysis were: immune (*p* = 5.34e-08) and inflammatory response (*p* = 1.23e-04) (e.g., regulation of lymphocyte migration, positive regulation of defense response, chemokine-mediated signaling, cytokine activity, leukocyte cell-cell adhesion), acute-phase response (*p* = 0.003) and extrinsic apoptotic signaling pathway (*p* = 0.02).

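On the luteolysis side of this contrast, the representative genes had median log2 ratios of −4.66 for the immune response (9 genes, 9 DEG), −2.79 for the acute-phase response (4 genes, 4 DEG) and −1.12 for the extrinsic apoptotic signaling pathway (5 genes, 3 DEG), mid-gestation over luteolysis. Leaving out 1 dog at a time, between 7 and 45 of the 57 genes of all terms were DEG.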

“Mid-gestation over antigestagen”:

In this contrast, functional terms enriched in mid-gestation referred in general to: centrosome organization (*p* = 0.002), regulation of mitotic metaphase/anaphase transition (*p* = 7.34e-05), the oxidation-reduction process (*p* = 0.002), steroid metabolic processes (*p* = 1.38e-03) or protein ubiquitination (*p* = 0.006). 

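None of the representative genes of this contrast was a DEG: of 17 genes tested over all its terms, 17 had the stated direction and 0 were DEG, against 12 with DESeq2 and shrunken log2 ratios. The median log2 ratios were 1.26 for centrosome organization (2 genes), 1.28 for the metaphase/anaphase transition (2 genes), 0.96 for the oxidation-reduction process (5 genes), 2.12 for steroid metabolic processes (2 genes) and 1.17 for protein ubiquitination (3 genes), all higher at mid-gestation.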

The antigestagen-treated group included enriched GO terms such as: inflammatory response (*p* = 0.005), response to IL1 (*p* = 7.29e-05) and RNA polymerase regulatory region sequence-specific DNA binding (*p* = 0.004).

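For the antigestagen-treated group, the named genes had median log2 ratios (mid-gestation over antigestagen) of −1.18 for the inflammatory response, −0.79 for the response to IL1 and −1.06 for RNA polymerase regulatory region binding, with 3 genes in each term.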

“Luteolysis over antigestagen”:

This contrast revealed the presence of the following main terms represented more during active prepartum luteolysis: cellular response to TGFβ stimulus (*p* = 3.00e-04), functional terms related to immune response (*p* = 7.02e-04), and chemokine activity (*p* = 4.68e-05), acute-phase response (*p* = 0.009) and progesterone metabolic process (*p* = 0.01). 

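Over the terms, networks and pathways of this contrast, 102 named genes were tested, 102 had the stated direction and 52 were DEG by edgeR's quasi-likelihood test with adjustment. Those of luteolysis were: cellular response to TGFβ (4 of 6 genes DEG, median 2.49), immune response (6 of 10 genes DEG, median 3.29), acute-phase response (0 of 4 genes DEG, median 1.62) and progesterone metabolic process (1 of 2 genes DEG, median 2.93), medians being log2 ratios of luteolysis over antigestagen. With 1 dog left out at a time, 2 to 80 of the 102 genes were DEG.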

The terms that were represented more in the antigestagen-treated group (i.e., during induced abortion/luteolysis) related to negative regulation of cell proliferation (*p* = 2.04e-04) and negative regulation of gene expression (*p* = 0.002).

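In the treated dogs, 4 of 10 genes named for the negative regulation of cell proliferation and 3 of 10 named for the negative regulation of gene expression were DEG, with median log2 ratios (luteolysis over antigestagen) of −1.56 and −0.79.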

#### Venn diagrams

We illustrated the intersections among genes differentially expressed between the following selected contrasts: “luteal regression over luteolysis” vs. “mid-gestation over antigestagen” (Fig. 3), and “luteolysis over antigestagen” vs. “mid-gestation over antigestagen” (Fig. 4). All genes derived from the respective lists of DEG were used as input (Additional files 1, 3 and 4). 

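The overlap of “luteal regression over luteolysis” with “mid-gestation over antigestagen” was formed over the 14245 genes tested in both contrasts. Of these, 739 were DEG in the first, 0 in the second and 0 in both (251 genes had an unadjusted p-value below 0.05 in both contrasts and 30 a p-value below 0.01). With DESeq2 and shrunken log2 ratios, which moved the overlap most, 15 genes were DEG in both, 11 of them with the same direction. Fisher's exact test over the genes tested, one-sided for a larger overlap, gave p = 0.0436. Genes are not independent of each other, so that p-values of this test are a description only. The p-value passed 0.05 with this setting only: it was 0.0759 in DESeq2 without shrinkage (14 genes in both), 0.0636 with its filter on outlying counts (14 genes), 0.472 with limma-voom (5 genes) and 0.0574 with a likelihood ratio test added after the data had been seen (8 genes).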

For the first comparison, 11 genes fulfilling the criteria (DEG *p* < 0.01, FDR < 0.1 regardless of log2 ratio) were found overlapping in both contrasts, 1584 genes were found solely in the contrast “luteal regression over luteolysis” and 81 genes in the contrast “mid-gestation over antigestagen” (Fig. 3). When genes upregulated in each gene set were taken into consideration, additionally using the criteria log2 ratio > 1, 2 genes (CYP17A1, SULT1E1) that were commonly overrepresented overlapped in both contrasts, meaning that the same two upregulated genes can be found in both contrasts. 

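Both genes were higher in the non-luteolytic group of each contrast. CYP17A1 (ENSCAFG00000010279) was at 723 ± 189 CPM in luteal regression, 236 ± 114 CPM in luteolysis, 473 ± 208 CPM at mid-gestation and 97.9 ± 67.7 CPM after antigestagen (mean ± SD). Its log2 ratio was 1.61 (SE 0.64, edgeR adjusted p = 0.189) for luteal regression over luteolysis and 2.27 (SE 0.47, edgeR adjusted p = 0.305) for mid-gestation over antigestagen. SULT1E1 (ENSCAFG00000002878) had low counts, with group means from 0.151 CPM in luteolysis to 1.23 CPM in luteal regression. Its log2 ratios in these contrasts were 2.79 (SE 0.79, edgeR adjusted p = 0.0833) and 1.96 (SE 0.56, edgeR adjusted p = 0.509). With DESeq2, CYP17A1 and SULT1E1 were DEG in both contrasts.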

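Lower in luteal regression than in luteolysis, and lower at mid-gestation than after antigestagen, were ZSWIM4 (ENSCAFG00000016604), C5AR2 (ENSCAFG00000004173), TTC9 (ENSCAFG00000025153), ADM5 (ENSCAFG00000028797) and C10orf10 (ENSCAFG00000007018). ADM5 was at 3.90 ± 1.67 CPM in luteal regression and 43.4 ± 30.9 CPM in luteolysis (mean ± SD, log2 ratio −3.47, SE 0.76, edgeR adjusted p = 0.0473), and at 10.1 ± 3.01 CPM at mid-gestation and 33.1 ± 20.8 CPM after antigestagen (log2 ratio −1.71, SE 0.46, edgeR adjusted p = 0.509). For the other genes the log2 ratios of these contrasts were −1.61 and −1.57 for ZSWIM4, −2.40 and −1.64 for C5AR2, −1.79 and −1.13 for TTC9, and −1.91 and −1.40 for C10orf10. In the first contrast edgeR gave these 4 genes adjusted p-values from 0.0721 to 0.142, ZSWIM4 being the one that was not a DEG.

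**Figure D2:**
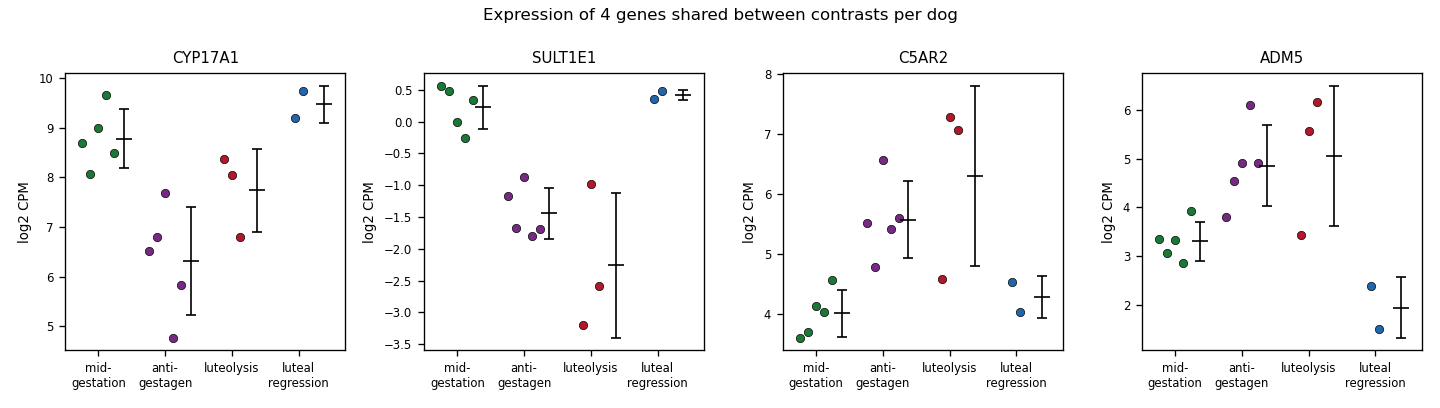
Expression of CYP17A1, SULT1E1, C5AR2 and ADM5 as log2 CPM (y axis) in each of the 15 dogs by group. Points are dogs and bars give the group mean ± SD. On average, CYP17A1 and SULT1E1 lie higher at mid-gestation and in luteal regression, and C5AR2 and ADM5 in luteolysis and after antigestagen.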

On the other hand, setting the log2 ratio < −1, 5 commonly downregulated DEG were identified in both contrasts (ZSWIM4, C5AR2, TTC9, ADM5, C10orf10). 

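In both “luteolysis over antigestagen” and “mid-gestation over antigestagen”, 14170 genes were tested. DEG numbered 646 in the first, 0 in the second and 0 in both, with 256 genes at an unadjusted p-value below 0.05 in both and 45 at one below 0.01. DESeq2 with shrunken log2 ratios gave 32 genes that were DEG in both, 3 of them with a log2 ratio above 1 and 13 with one below −1 in both. The antigestagen-treated dogs enter both contrasts, so that their overlap is not one of independent comparisons.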

Regarding the Venn diagrams, which visualize comparison of the two contrasts “luteolysis over antigestagen” vs. “mid-gestation over antigestagen” (Fig. 4), 36 DEG (*p* < 0.01, FDR < 0.1 regardless of log2 ratio) occurred in both contrasts. For log2 ratio > 1, 4 upregulated genes (CYP17A1, HJURP, AOC1, NT5E) were found in both contrasts, and with log2 ratio < −1, 17 commonly downregulated genes were identified (e.g., FZD5, TMEM65, CSRNP3, RASEF, TRPC4, CLCN1, C10orf10, NFIL3, KIF5C, ELL2). 

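Of the genes higher in luteolysis and at mid-gestation, NT5E (ENSCAFG00000002994) was at 31.0 ± 18.9 CPM in luteolysis, 12.3 ± 5.59 CPM at mid-gestation and 4.53 ± 1.55 CPM in treated dogs (mean ± SD), with log2 ratios of 2.79 (SE 0.46, edgeR adjusted p = 0.0168) for luteolysis over antigestagen and 1.45 (SE 0.41, edgeR adjusted p = 0.509) for mid-gestation over antigestagen. HJURP (ENSCAFG00000011899) and AOC1 (ENSCAFG00000004665) had log2 ratios of 1.61 and 1.74 in the first and 1.80 and 2.01 in the second contrast and were not DEG in either. In 1 dog of a group these genes lay apart from the others: NT5E at 1.96 CPM and HJURP at 0.237 CPM in a treated dog each, and AOC1 at 0.313 CPM in a mid-gestation dog. Lower in luteolysis and at mid-gestation, TMEM65 (ENSCAFG00000025273) was at 8.19 ± 1.78, 8.80 ± 2.06 and 24.8 ± 8.91 CPM in luteolysis, mid-gestation and treated dogs (mean ± SD), with log2 ratios of −1.60 (SE 0.32, edgeR adjusted p = 0.0248) and −1.50 (SE 0.26, edgeR adjusted p = 0.183). Log2 ratios in luteolysis and at mid-gestation over antigestagen were −1.66 and −2.68 for FZD5 (ENSCAFG00000013547), −3.69 and −2.40 for CLCN1 (ENSCAFG00000003619), −2.10 and −1.46 for NFIL3 (ENSCAFG00000002169), −2.61 and −1.91 for KIF5C (ENSCAFG00000005610), −1.48 and −1.92 for RASEF (ENSCAFG00000001453), and −1.28 and −1.46 for TRPC4 (ENSCAFG00000006044). TMEM65, CLCN1, NFIL3 and KIF5C were DEG in the first contrast. NFIL3 and KIF5C each had 1 mid-gestation dog apart from the others, at 34.9 and 44.7 CPM.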

Detailed lists of overlapping genes are presented in Additional file 6.

**Fig. 3:**
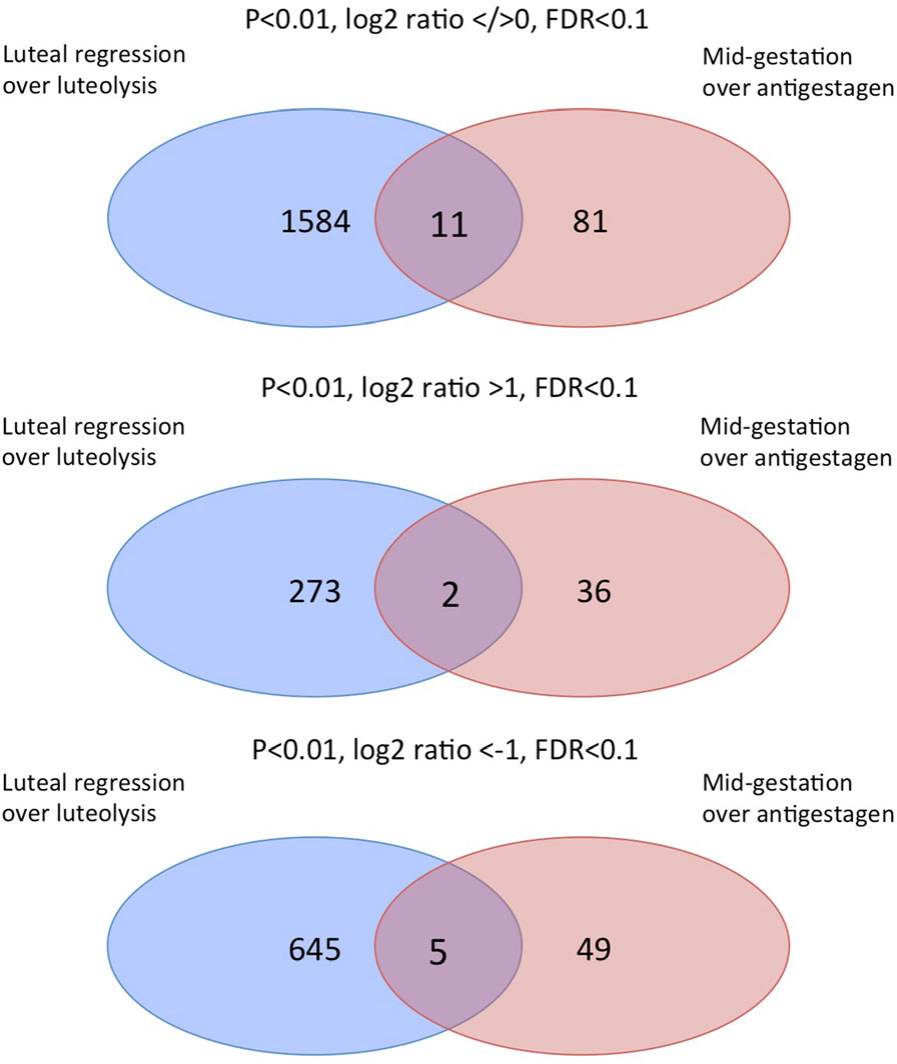
Venn diagram showing the intersection of differentially expressed genes (DEG) in the contrast “luteal regression over luteolysis” compared with the contrast “mid-gestation over antigestagen”. Lists of DEG (*p* < 0.01, FDR < 0.1) presented in Additional files 1 and 3 were used. Three analyses are presented: with up- and down-regulated genes (regardless of log2 ratio), or with upregulated genes (log2 > 1), or with downregulated genes (log2 < −1). When full sets of genes were used (up and down regulated), 11 genes were found overlapping in both contrasts, 1584 genes were found only in the contrast “luteal regression over luteolysis” and 81 genes were found in “mid-gestation over antigestagen”. Adding log2 ratio > 1 to the threshold, 2 over-represented genes overlapped in both contrasts, and for log2 ratio < −1, 5 downregulated genes were found

**Fig. 4:**
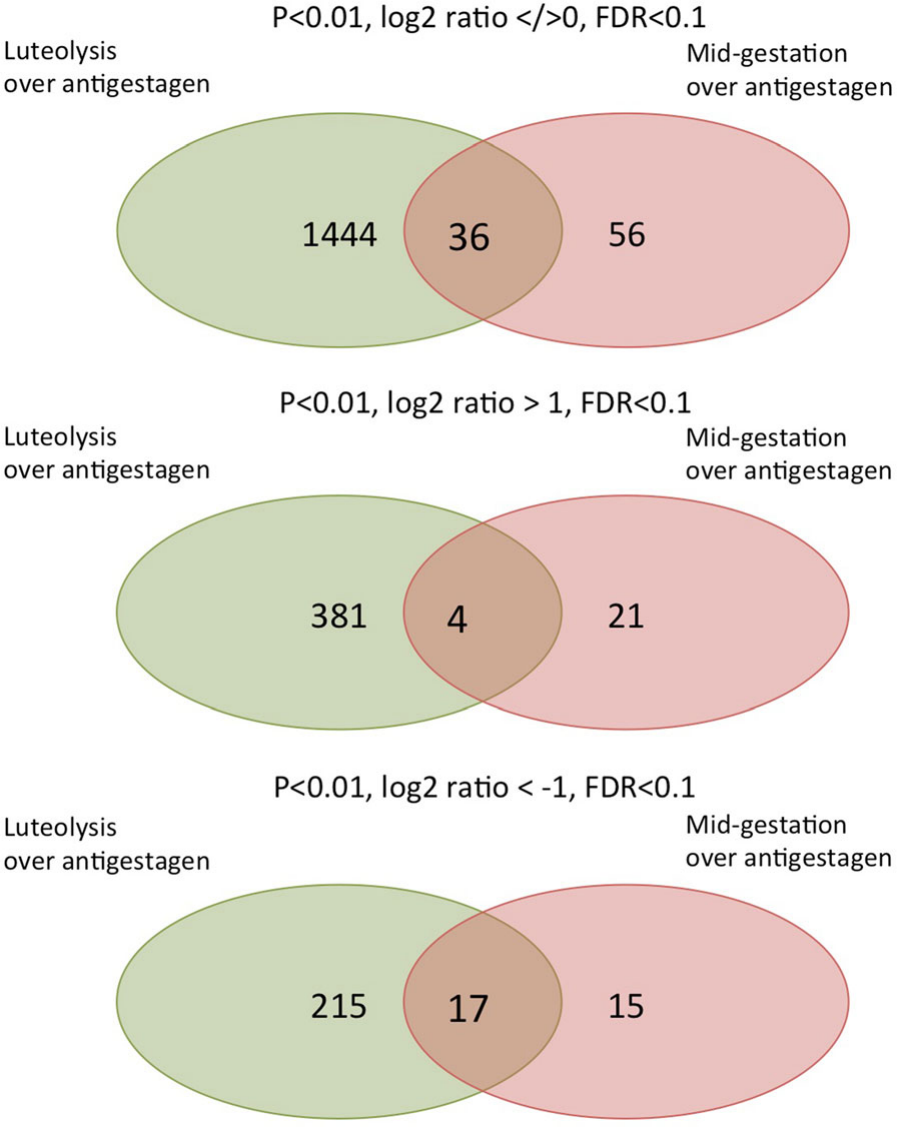
Venn diagram showing the intersection of differentially expressed genes (DEG) in the contrast “luteolysis over antigestagen” compared with the contrast “mid-gestation over antigestagen”. Lists of DEG (*p* < 0.01, FDR < 0.1) presented in Additional files 3 and 4 were used. Three analyses are presented: with up- and down-regulated genes (regardless of log2 ratio), or with upregulated genes (log2 > 1), or with downregulated genes (log2 < −1). When full sets of genes were used (up and down regulated), 36 genes were identified in both contrasts, 1444 genes were found in “luteolysis over antigestagen” only, and 56 genes in “mid-gestation over antigestagen”. Setting the log2 ratio > 1, 4 genes commonly over-represented in both comparisons were found, and with log2 ratio < −1, 17 commonly downregulated genes were detected

#### Cytoscape analysis of functional networks

We used Cytoscape to visualize the correlation of functional networks associated with differentially expressed genes. We present the results for two contrasts: “luteal regression over luteolysis” and “luteolysis over antigestagen” in order to determine pathways potentially involved in normal and induced parturition (Figs. 5 and 6). As input, all DEG found for the respective contrasts were used (Table 2, Additional files 1 and 4; threshold *p* < 0.01, FDR < 0.1). Lists of representative genes involved in particular networks are presented in Additional file 5.

**Fig. 5:**
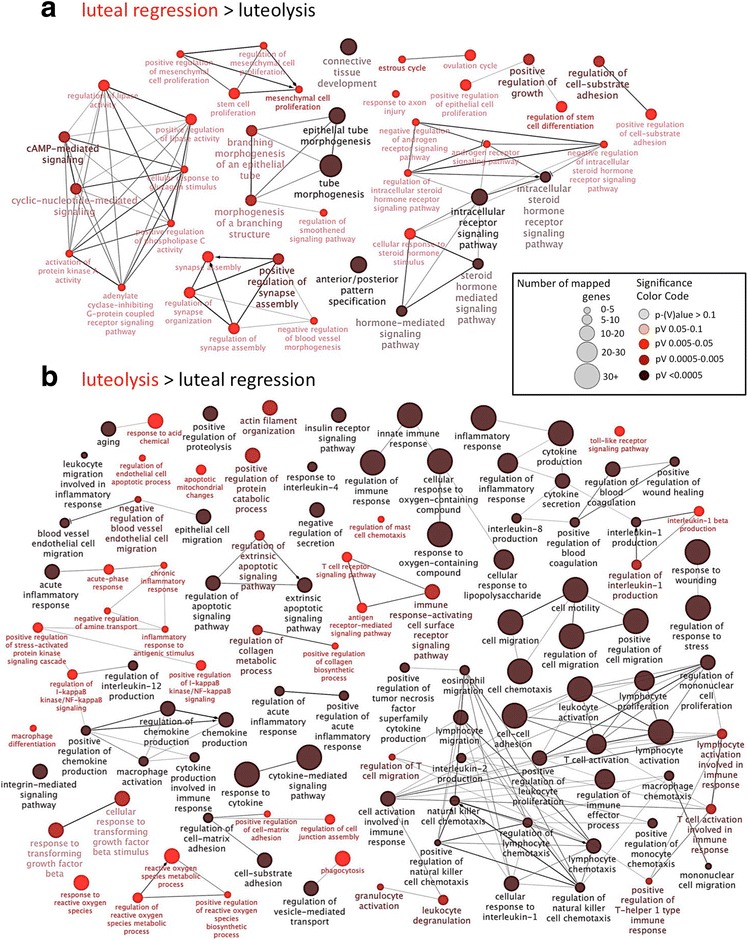
Cytoscape analysis of GO for the contrast “luteal regression over luteolysis” is presented. The functional terms overrepresented in each of the groups are shown. As input differentially expressed genes (DEG) were used (threshold was set at *p* < 0.01, FDR < 0.1). The redundant and non-informative terms were removed, and the resulting network was manually rearranged. For each network the size of the node implies the number of genes, while the color intensity denotes the level of enrichment (see legend to illustration). Functional networks, which were more highly represented in the luteal regression group (**a**), refer predominantly to matrix remodeling, to the steroid hormone signaling pathway and to cAMP-mediated signaling. Networks more highly represented during prepartum luteolysis (**b**) were associated to immune system, inflammatory response and regulation of apoptotic signaling

**Fig. 6:**
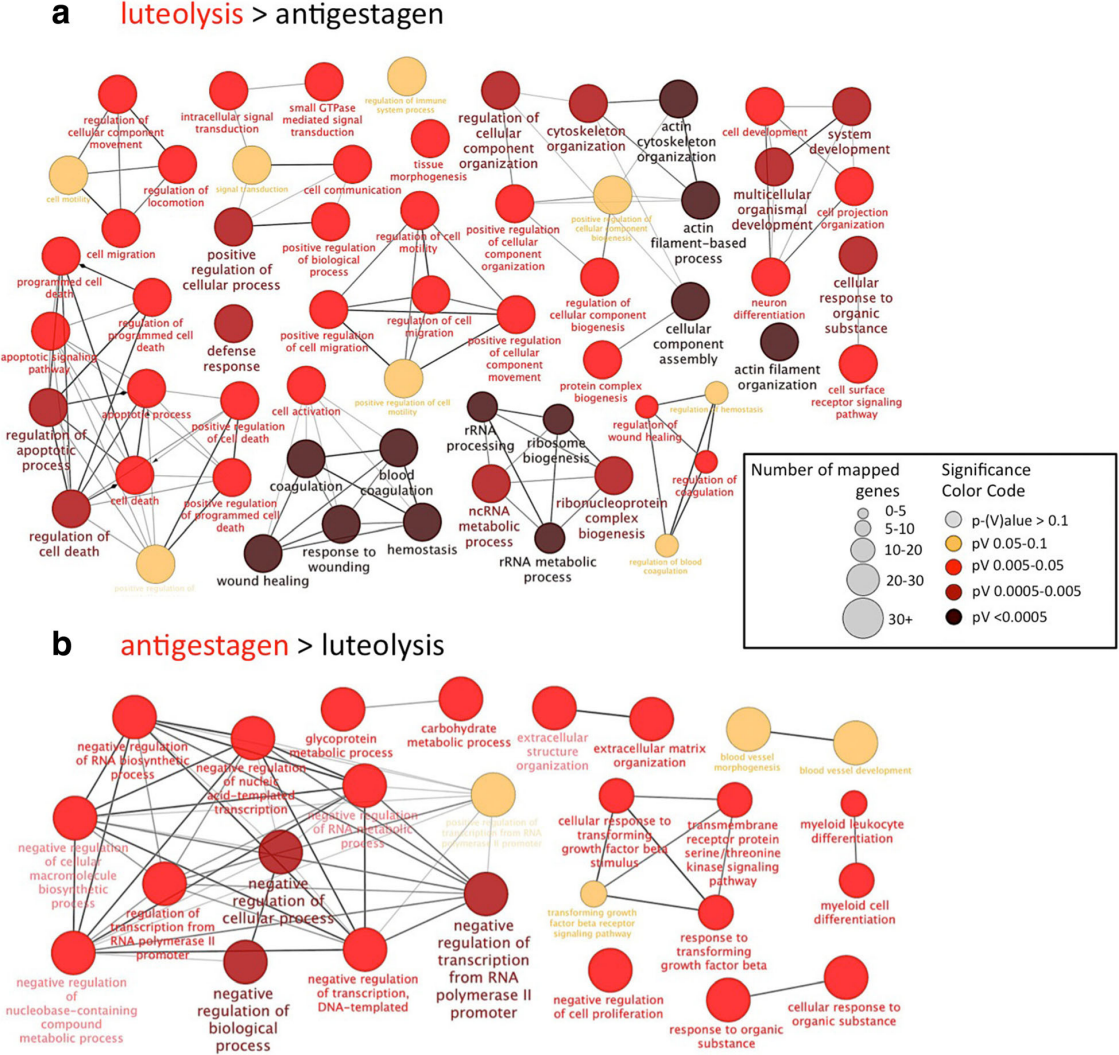
Cytoscape analysis of GO for the contrast “luteolysis over antigestagen” is presented. The functional terms overrepresented in each of the groups are shown. As input differentially expressed genes (DEG) were used (threshold was set at *p* < 0.01, FDR < 0.1). The redundant and non-informative terms were removed, and the resulting network was manually rearranged. For each network the size of the node implies the number of genes, while the color intensity denotes the level of enrichment (see legend to illustration). **a** The more highly represented functional networks for the prepartum luteolysis group include, e.g., response to wounding, defense response, positive regulation of cellular process, cytoskeleton organization and apoptotic signaling, as well as cell death. **b** The functional networks more represented in the antigestagen-treated group refer, e.g., to the negative regulation of transcription and networks relating to response to TGFβ

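The representative genes of the networks listed for luteal regression had these numbers of DEG (edgeR) and median log2 ratios, luteal regression over luteolysis: matrix remodeling (4 of 10 genes DEG, median 1.41), connective tissue development (3 of 10 genes DEG, median 1.18), steroid hormone signaling pathways (3 of 7 genes DEG, median 1.11) and cAMP-mediated signaling (4 of 6 genes DEG, median 1.34). For cellular responses to steroidogenic stimulus, 4 of the 10 named genes could be matched to an identifier and tested; 1 of them was higher in luteal regression and the median was −0.48.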

As for the contrast “luteal regression over luteolysis” (Fig. 5), among the predominant functional networks represented more in the luteal regression group were those networks referring to matrix remodeling (up to 10 representative genes are shown in alphabetical order), e.g., epithelial tube morphogenesis, connective tissue development, steroid hormone signaling pathways and cellular responses to steroidogenic stimulus, as well as cAMP-mediated signaling. On the other hand, the vast majority of more highly represented functional networks detected during prepartum luteolysis were those related to the immune system, e.g., regulation of the immune response, response to cytokines, leukocyte activation, lymphocyte activation, inflammatory response, and regulation of apoptotic signaling pathways.

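Each network listed for prepartum luteolysis had a negative median: regulation of the immune response (4 of 10 genes DEG, median −1.88), response to cytokines (6 of 10 genes DEG, median −3.79), leukocyte activation (5 of 10 genes DEG, median −2.50), lymphocyte activation (4 of 10 genes DEG, median −1.61), inflammatory response (5 of 10 genes DEG, median −2.64) and regulation of apoptotic signaling pathways (3 of 10 genes DEG, median −1.78). Averaged over the 10 cytokine response genes, centred log2 CPM was 1.93 ± 2.46 in luteolysis and −1.70 ± 0.79 in luteal regression (mean ± SD, n = 3 and 2).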

Regarding the next contrast “antigestagen over luteolysis” (Fig. 6), the major functional network overrepresented in the antigestagen-treated group related to the negative regulation of transcription, e.g., negative regulation of transcription from RNA polymerase II promoter, negative regulation of cell proliferation, and networks relating to the response to TGFβ. 

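Of the networks listed for the antigestagen-treated group, the named genes gave 2 DEG of 10 for the negative regulation of transcription (median log2 ratio −0.91, luteolysis over antigestagen), 9 of 10 for the negative regulation of cell proliferation (median −0.96) and 5 of 10 for the response to TGFβ (median −1.63), with edgeR.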

The functional networks predominantly detected during active prepartum luteolysis in this contrast included the response to wounding, defense response and positive regulation of cellular processes. 

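For these networks, the median log2 ratios of luteolysis over antigestagen were 1.50 for the response to wounding (10 genes, 4 DEG), 1.80 for the defense response (9 genes, 4 DEG) and 1.07 for the positive regulation of cellular processes (9 genes, 3 DEG).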

Other strongly represented networks include cytoskeleton organization and actin cytoskeleton organization, as well as functional networks relating to apoptotic signaling and regulation of cell death.

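Cytoskeleton organization was represented by 8 tested genes, 7 of them DEG, with a median log2 ratio of 1.35, and apoptotic signaling with regulation of cell death by 9 genes, 6 of them DEG, with a median of 1.52 (luteolysis over antigestagen).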

#### Ingenuity pathway analysis (IPA)

Lists of significant genes (DEG *p* < 0.01, FDR < 0.1 ) of interest were uploaded into IPA software. Lists of representative pathways, genes and top upstream regulators are presented in Additional file 5. 

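Among the genes that Additional file 5 lists for 3 canonical pathways, the edgeR contrast of luteal regression over luteolysis gave 9 DEG of 11 genes for granulocyte adhesion and diapedesis (median log2 ratio −3.73), 8 of 10 for its agranulocyte counterpart (−4.27) and 9 of 9 for integrin signaling (−1.53).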

For the contrast “luteal regression over luteolysis”, among the top overrepresented canonical pathways induced during prepartum luteolysis were: granulocyte adhesion and diapedesis (*p* = 2.4e-11), agranulocyte adhesion and diapedesis (*p* = 9.13e-09) and integrin signaling (*p* = 1.12e-08). The top upstream regulators, which were all defined as inhibited during luteal regression, i.e., predicted to be induced during luteolysis were: lipopolysaccharide (*p* = 5.45e-34), TNF (*p* = 3.12e-29), TGFB1 (*p* = 9.68e-29), IFNG (*p* = 2.86e-26) and β-estradiol (*p* = 2.66e-23).

Regarding the contrast “mid-gestation over luteolysis”, one of the predominant top canonical pathways represented more in luteolysis was NFκB signaling (*p* = 2.09e-09), and the top upstream inhibited regulators for mid-gestation, i.e., induced during luteolysis, were: TGFB1 (*p* = 6.86e-39), TNF (*p* = 5.62e-31), β-estradiol (*p* = 2.97e-28), lipopolysaccharide (*p* = 4.20e-26) and IFNG (*p* = 2.44e-23).

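NFκB signaling was represented by 9 tested genes, of which 8 were DEG, with a median log2 ratio of −1.28 for mid-gestation over luteolysis. The upstream regulators rest on the software's own database and were not recomputed.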

Due to the low number of input genes, no enriched canonical pathways were identified in the contrast “mid-gestation over antigestagen”. The top upstream regulators included, however, e.g., NUPR1 (*p* = 6.80e-06) or SOD1 (*p* = 1.96e-04).

The top canonical pathways for the last contrast “luteolysis over antigestagen” included: signaling by Rho family GTPases (*p* = 1.17e-16) and integrin signaling (*p* = 4.06e-06), which were more highly represented in normal prepartum luteolysis. 

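Of 6 genes listed for integrin signaling 6 were DEG, with a median log2 ratio of 2.15 for luteolysis over antigestagen.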

The top upstream regulators which were activated during luteolysis were TGFB1 (*p* = 4.33e-32) and TNF (*p* = 1.64e-18).

### Expression of genes by semi-quantitative (TaqMan) RT-PCR

The expression of selected candidate genes was investigated by semi-quantitative (TaqMan) PCR using all available tissue samples (Fig. 7). Thirteen target genes were chosen that were predicted to be either upregulated or downregulated in particular contrasts based on the deep sequencing results. 

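In the RNA-Seq data the transcription factors GATA4 (ENSCAFG00000029087) and GATA6 (ENSCAFG00000023151) were at 122 ± 6.24 and 41.5 ± 13.0 CPM in luteal regression and at 69.7 ± 16.5 and 22.5 ± 6.11 CPM in luteolysis (mean ± SD). Both were DEG, with log2 ratios of 0.81 (SE 0.24, edgeR adjusted p = 0.0920) and 0.88 (SE 0.26, edgeR adjusted p = 0.0898). RXFP1 (ENSCAFG00000008672) was at 14.0 ± 5.51 and 3.02 ± 1.70 CPM in these groups and was not a DEG (log2 ratio 2.19, SE 0.73, edgeR adjusted p = 0.127). For mid-gestation over luteolysis, JUN (ENSCAFG00000018897) was at 92.7 ± 77.0 against 21.8 ± 6.02 CPM (log2 ratio 2.09, SE 0.52, edgeR adjusted p = 0.0392) and GATA4 had a log2 ratio of 0.68 (SE 0.20, edgeR adjusted p = 0.0671). For luteolysis over antigestagen, the log2 ratio of JUN was −2.35 (SE 0.53, edgeR adjusted p = 0.0400), with 111 ± 27.6 CPM in treated dogs. YY1 (ENSCAFG00000017894), at 158 ± 5.09 CPM in luteolysis and 219 ± 48.9 CPM in treated dogs, had a log2 ratio of −0.47 (SE 0.18, edgeR adjusted p = 0.183).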

The functional groups chosen for validation of transcriptomics data included immune system, regulation of extracellular matrix and factors involved in steroid synthesis, including some transcriptional factors. Generally, a good correlation was found between transcriptomics and qPCR data. Thus, in the pairwise comparison “luteal regression over prepartum luteolysis”, upregulated expression of ECM2, GATA4, GATA6 and RXFP1 was found in samples derived from luteal regression, compared with natural prepartum luteolysis (for details, including statistical results, see Fig. 7a). On the other hand, the expression of immune and proinflammatory factors: MHCII, CXCL8 (IL8), IL1b, CCL3, CCL13 and SAA, was significantly higher during prepartum luteolysis (Fig. 7a).

**Fig. 7:**
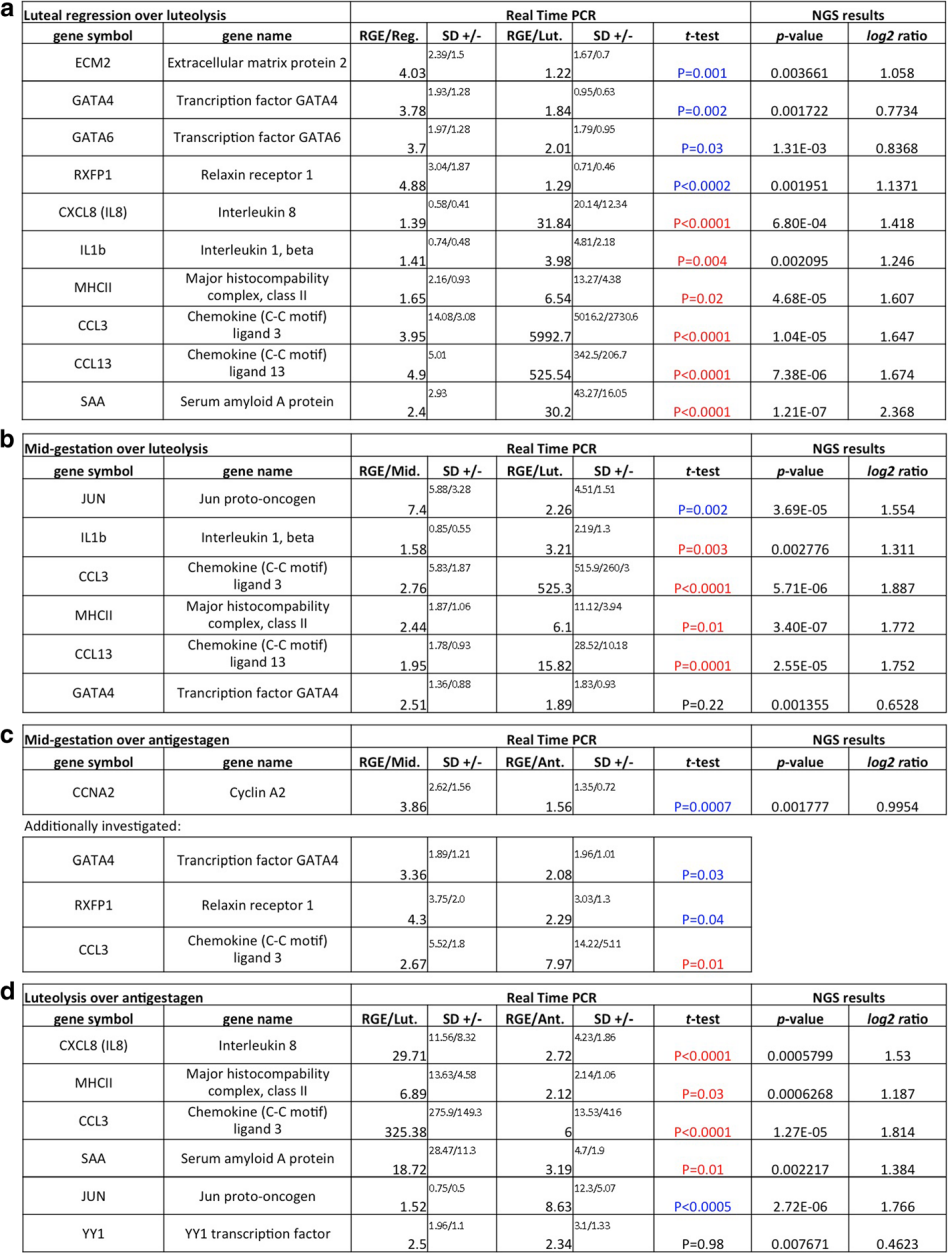
Expression of selected target genes for each of the investigated contrasts, as determined by Real Time (TaqMan) PCR. **a** “luteal regression over luteolysis” (t-test: blue = luteal regression > luteolysis; red = luteolysis > luteal regression), **b** “mid-gestation over luteolysis” (t-test: blue = mid-gestation > luteolysis; red = luteolysis > mid-gestation; black = unchanged), **c** “mid-gestation over antigestagen-treatment” (t-test: blue = mid-gestation > antigestagen; red = antigestagen > mid-gestation), and **d** “antigestagen-treatment over luteolysis” (t-test: red = luteolysis > antigestagen; blue = antigestagen > luteolysis; black = unchanged). Due to the uneven distribution of data, logarithmic transformation was performed and the results are presented as geometric means (Xg) + − geometric standard deviation (SD). An unpaired, two-tailed Student’s t-test was applied; *p* < 0.05 was considered as statistically significant. RGE = relative gene expression

When comparing the two groups “mid-gestation over luteolysis” (Fig. 7b), higher levels of JUN were detected in mid-pregnant dogs. The expression of IL1b, CCL3, MHCII and CCL13 was higher in samples collected during prepartum luteolysis. The expression of steroidogenic factor GATA4, which was predicted to be downregulated during prepartum luteolysis, did not differ between the two groups in qPCR.

As for the impact of antigestagen treatment on gene expression in mid-pregnant dogs (i.e., contrast “mid-gestation over antigestagen”; Fig. 7c), the expression of CCNA2, a factor involved in cell proliferation, was investigated and was more highly expressed (*P* < 0.0007) in the mid-pregnant group. Additionally, the expression of factors involved in steroidogenic and luteotropic actions, i.e., GATA4 and RXFP1, was examined and also found to be more highly represented in the mid-pregnant group. The same was found for the expression of proinflammatory factor CCL3, which was expressed more (*p* < 0.01) in samples from animals in which abortion was induced (for details see Fig. 7c).

For the last contrast “luteolysis over antigestagen”, higher expression of pro-inflammatory and acute phase reaction factors was confirmed during prepartum luteolysis (Fig. 7d). This concerns the expression of MHCII, CXCL8 (IL8), CCL3 and SAA. The expression of JUN was higher in the antigestagen-treated group. However, the mRNA levels of YY1 did not differ significantly between the two groups in qPCR.

## Discussion

Whereas in the dog the CL are the only major source of circulating P4 during pregnancy and in non-pregnant cycles, it is striking that the molecular and endocrine mechanisms regulating its life span are not yet fully understood. Because of similar P4 profiles these mechanisms must differ mostly during termination of luteal function. Consequently, here, for the first time a comparative, new generation sequencing analysis was performed to investigate the transcriptome of canine CL during the cessation of their function in pregnant and non-pregnant animals. Additionally samples from pregnant dogs in which prepartum luteolysis/abortion was induced at mid-gestation with the antigestagen aglepristone, were included.

One of our main goals was to compare samples collected during late luteal regression (day 65 after ovulation) with those from active prepartum luteolysis. At this point, it is important to emphasize that in the dog the prepartum luteolysis (characterized by actively decreasing P4 concentrations) already begins 12-42 h before any clinical and/or behavioral (e.g., nest building) signs of parturition become visible [36, 37]. Therefore, as presented here, it is extremely important to capture the right time point for collection of samples in order to validate them as being derived from prepartum luteolysis. Pairwise alignments were performed between the respective experimental groups.

When compared with prepartum luteolysis, the slow luteal regression in non-pregnant bitches was characterized by functional terms related to structural changes of the tissue, e.g., remodeling and organization of extracellular matrix. The steroid hormone-mediated signaling and activities, as well as factors related to regulation of gene expression, were also more highly represented in regressing CL. 

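The receptor gene PDGFRA (ENSCAFG00000002057) was measured at 190.2 ± 9.99 CPM in luteal regression (n = 2) and 73.3 ± 34.4 CPM in luteolysis (n = 3, mean ± SD), a log2 ratio of 1.37 (SE 0.44, edgeR adjusted p = 0.118). The matrix protein gene ECM2 (ENSCAFG00000002301) was at 132 ± 14.0 and 53.9 ± 21.7 CPM, a log2 ratio of 1.29 (SE 0.43, edgeR adjusted p = 0.125). With 1 luteolysis or luteal regression dog left out, the log2 ratio of PDGFRA lay between 1.13 and 1.79 and that of ECM2 between 1.09 and 1.63. Neither gene reached the adjusted p-value required of a DEG, whereas with DESeq2 both did.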

Genes involved in modification of matrix were represented, e.g., by PDGFRA (platelet-derived growth factor receptor α) or ECM2 (extracellular matrix protein 2). Interestingly, some of the nuclear steroidogenic receptors were detected within the overrepresented group of genes involved in structural changes in regressing canine CL, e.g., AR (androgen receptor), ESR1 (estrogen receptor 1, the gene encoding for estrogen receptor ERα) or NR3C1 (glucocorticoid receptor). 

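Among these receptors, ESR1 (ENSCAFG00000000430) was at 23.3 ± 5.82 CPM in luteal regression and 9.47 ± 6.15 CPM in luteolysis, and NR3C1 (ENSCAFG00000006293) at 154 ± 8.89 and 99.2 ± 7.32 CPM (mean ± SD, n = 2 and 3). The log2 ratios were 1.29 (SE 0.43) for ESR1 and 0.63 (SE 0.20) for NR3C1, with edgeR adjusted p-values of 0.128 and 0.102.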

In view of the postulated supportive effects of estrogens on luteal maintenance, based on circulating profiles of E2 closely matching those of P4 in pregnant and non-pregnant bitches, the diminishing effects of luteolysis on the ESR1 (ERα) expression drew our attention. The cAMP-mediated signaling was among the pathways more strongly represented during luteal regression than at prepartum luteolysis. 

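The 6 genes that Additional file 5 names for this network had a mean centred log2 CPM of 0.82 ± 0.11 in luteal regression and −0.72 ± 0.32 in luteolysis (mean ± SD over 2 and 3 dogs), a direction that follows from the choice of these genes among the DEG of this contrast.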

The cAMP/PKA-related transcriptional activities are well known as the major positive regulators of steroidogenesis [38]. Thus, it can be concluded that the ongoing remodeling, morphogenesis and connective tissue development processes found in regressing canine CL are associated with higher functional and steroidogenic activities, compared with active prepartum luteolysis. This clearly can be seen in conjunction with the slowly ongoing functional and morphological changes associated with corpus albicans formation as a result of ageing of the steroidogenic apparatus and its replacement by matrix and connective tissue components.

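The mean centred log2 CPM of the 10 matrix remodeling genes was 0.70 ± 0.04 in luteal regression, −0.71 ± 0.37 in prepartum luteolysis, 0.17 ± 0.22 at mid-gestation and −0.03 ± 0.43 after antigestagen (mean ± SD). The genes were chosen among those higher in luteal regression than in luteolysis in the same dogs, which fixes the order of these 2 groups in advance. The paper starts from the terms and networks of matrix remodeling and connective tissue that are higher in luteal regression, adds the nuclear steroid receptors and cAMP-mediated signaling found on the same side, and from these concludes that the remodeling of the regressing CL goes along with higher functional and steroidogenic activity than in active luteolysis.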

The expression of selected target genes more highly represented in regressing canine CL was verified. Among these was ECM2, which has been proved to promote matrix assembly and cell adhesiveness [39]. We also examined the expression of RXFP1, a receptor for relaxin (RLN) proven to be involved in the maintenance of connective tissue extracellular matrix [40] and which influences the control of collagen turnover [41]. Importantly, in some species like pigs and rodents, a luteotropic function of intraluteally produced RLN has been implied [42, 43]. GATA4 and GATA6, both GATA binding proteins and transcriptional factors, are important for the synthesis of luteal P4 [44]. They are known to activate promoters of various steroidogenic genes, e.g., steroidogenic acute regulatory (STAR) protein [45], cholesterol side chain cleavage cytochrome P450 gene (CYP11A1) [46] or 3beta-hydroxysteroid dehydrogenase (3betaHSD) [47]. Another gene of possible functional importance with higher expression in the luteal regression group was SULT1E1 (sulfotransferase family 1E member 1 also known as estrogen sulfotransferase/EST), a key enzyme for catalyzing the sulfoconjugation of estrogens. This leads to their inactivation by preventing them from binding to their respective estrogen receptors, ERα/β [48]. 

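The log2 ratio of SULT1E1 for luteal regression over luteolysis ran from 2.37 to 4.98 when 1 dog was left out at a time. It was a DEG in 2 of the 3 of these fits in which both groups kept at least 2 dogs, and its expression, near 1 CPM or below in all 4 groups, leaves few reads to measure it.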

The increased expression of SULT1E1 during luteal regression could thus be involved in the functional withdrawal of local estrogen effects in the canine CL. An additional role for this enzyme during the ongoing fatty degeneration of regressing/luteolytic canine CL appears plausible, as its involvement in positive regulation of adipogenesis has been shown, e.g., in humans [49]. This hypothesis, however, requires further verification.

A completely different picture regarding endocrine regulatory events emerges when functional terms and networks overrepresented during active prepartum luteolysis are considered. The vast majority of genes more highly represented in this group, compared with luteal regression, are related to immune and inflammatory response, including activation of leukocytes and acute-phase response. 

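The chemokine gene CXCL8 (ENSCAFG00000003029) was at 7.42 ± 3.82 CPM in luteal regression (n = 2) and 226 ± 122 CPM in luteolysis (n = 3, mean ± SD). With a log2 ratio of −4.93 and an SE of 1.64 it was not a DEG (edgeR adjusted p = 0.128), nor was IL1B (ENSCAFG00000007249), with a log2 ratio of −4.84 (SE 1.62, edgeR adjusted p = 0.129). CCL3 (ENSCAFG00000018167), at 0.440 ± 0.622 and 103 ± 93.6 CPM, was a DEG (log2 ratio −7.83, SE 2.09, edgeR adjusted p = 0.0720). CCL13 (ENSCAFG00000024205) had 0 counts in both luteal regression dogs and 15.7 ± 14.1 CPM in luteolysis, so that against a floor of 3 counts it was at least 102-fold lower in luteal regression (edgeR adjusted p = 0.0562). In the luteolysis dog Amy, CCL3 and CCL13 had 1 count each and IL1B 0, against 3150 to 3212, 474 to 493 and 184 to 324 counts in the other luteolysis dogs. The MHCII gene DLA-DQA (ENSCAFG00000000812) was a DEG at 375 ± 5.73 against 1629.5 ± 639 CPM (log2 ratio −2.12, SE 0.57, edgeR adjusted p = 0.0730), as were SAA1 (ENSCAFG00000009135), with a log2 ratio of −5.28, and the serum amyloid A genes ENSCAFG00000015206 (−4.45) and ENSCAFG00000029553 (−5.17). How reads were shared among these related genes is not stated, so their individual values are uncertain.

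**Figure D3:**
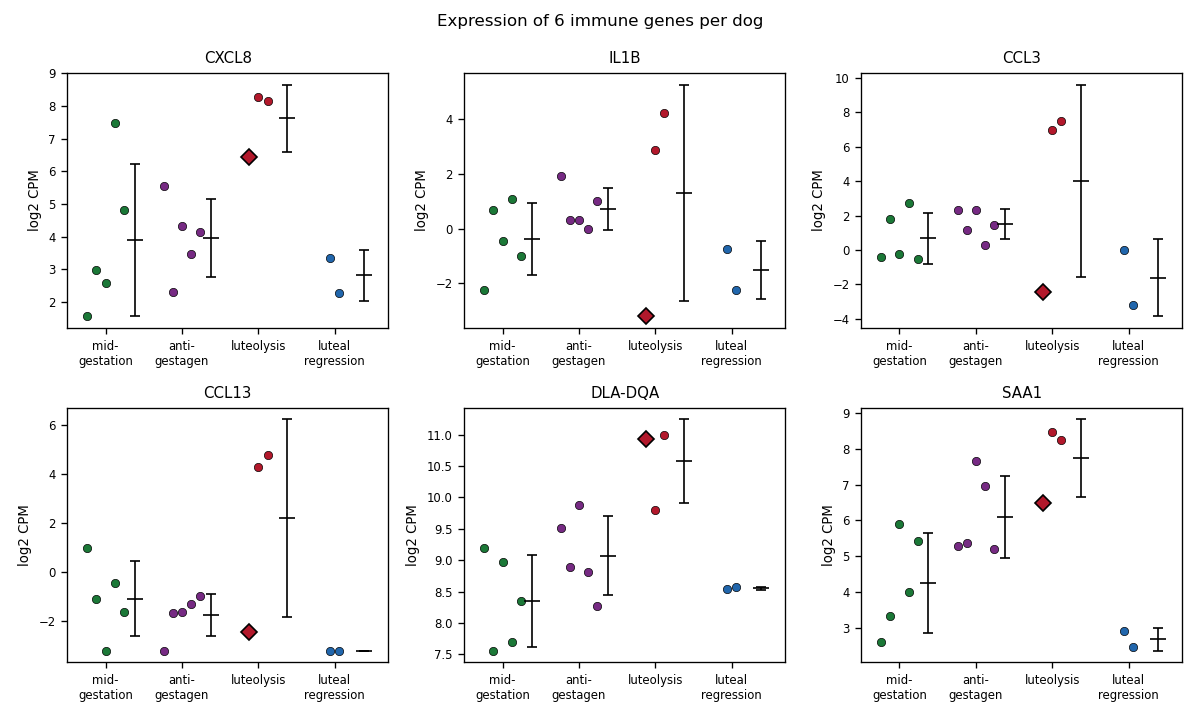
Expression of CXCL8, IL1B, CCL3, CCL13, DLA-DQA and SAA1 as log2 CPM (y axis) in each of the 15 dogs by group. Points are dogs, with the luteolysis dog Amy drawn as a diamond, and bars give the group mean ± SD. Amy lies far below the other luteolysis dogs for IL1B, CCL3 and CCL13 and between them for DLA-DQA.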

Also terms related to negative regulation of steroidogenesis, degeneration of mitochondria and apoptosis were found. The acute phase response is an immediate reaction based on inflammation due to various elicitors such as tissue injury, infection and trauma [50]. SAA (serum amyloid A protein) is one of the acute phase proteins. During inflammation, the baseline concentrations of this protein can increase by more than 1000-fold [51]. Here, the high abundance of the respective transcript was positively verified during active prepartum luteolysis in the dog by semi-quantitative PCR. Cytokines that are synthesized during an inflammatory process are the main stimulators of the acute-phase protein production, for example IL1β, IL6, TNFα, IFN-γ, TGFβ [52] and possibly IL8 [53]. The functional pathways and top upstream regulators detected by IPA software, as well as overrepresented networks detected by Cytoscape during luteolysis, indicate induction of the luteal immune system at prepartum. Thus, besides the already mentioned activation of IL6 and IL8 signaling, in addition the NFκB signaling pathway and overrepresentation of the TNF and LPS systems were found, as well as the induction of TGFβ pathway. Interestingly, the TGFβ signaling was shown to possess profibrotic and anti-angiogenic potential, contributing thereby to structural and functional luteolysis in the bovine CL [54, 55]. Among the selected genes investigated in our study by semi-quantitative PCR and belonging to the immune response were: CXCL8 (chemokine (C-X-C motif) ligand 8; IL-8), IL1B (interleukin 1 beta), MHCII (major histocompatibility complex, class II), CCL3 (chemokine (C-C motif) ligand 3) or CCL13 (chemokine (C-C motif) ligand 13). The proinflammatory cytokine IL-8 is synthesized predominantly by macrophages and neutrophils, which are recruited to the site of inflammation [56]. It is known for its chemotactic activity directed towards T cells [57]. CCL3 and CCL13 are both chemokine ligands, whose main task is to act as chemoattractants to draw active immune cells to the site of inflammation. MHCII proteins, in turn, are located on antigen-presenting cells and play important roles during initiation of the immune response [58].

Cumulatively, it becomes apparent that active prepartum luteolysis in the dog represents a highly inflammatory, acute event, involving activation of multiple pathways responsible for the immune response. This reaction seems to be triggered by concomitantly increasing utero-placental PGF2alpha. It is noteworthy that, regarding potential involvement of the immune system in the regulation of luteal function during active prepartum luteolysis in the dog, our results corroborate observations made previously in other species, e.g. in rodents, humans or farm animals like sheep, pigs, cattle and horses, as reviewed in [59].

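The mean centred log2 CPM of the 10 genes named for the inflammatory response network was 1.20 ± 1.50 in prepartum luteolysis (mean ± SD, n = 3), against 0.11 ± 0.47 after antigestagen (n = 5), −0.31 ± 0.33 at mid-gestation (n = 5) and −1.31 ± 0.41 in luteal regression (n = 2). Within luteolysis it ran from −0.53 to 2.15. Because the authors took these genes from the DEG higher in luteolysis than in luteal regression in the same dogs, the high mean in luteolysis against luteal regression is fixed by the choice and is no separate evidence. From the immune terms, networks and pathways higher in luteolysis than in luteal regression, together with the elevated chemokines, IL1B and acute-phase genes, the paper concludes that active prepartum luteolysis is an acute and highly inflammatory event.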

The acute inflammatory nature of luteolysis also becomes obvious when comparing the mid-gestation group with prepartum luteolysis. 

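Against mid-gestation, the immune genes had log2 ratios (mid-gestation over luteolysis) of −5.44 for CCL3 (SE 1.21, edgeR adjusted p = 0.0241), −4.66 for CCL13 (SE 1.09, edgeR adjusted p = 0.0323), −3.22 for IL1B (SE 1.01, edgeR adjusted p = 0.0858) and −2.17 for DLA-DQA (SE 0.41, edgeR adjusted p = 0.0129). At mid-gestation these genes were at 2.39 ± 2.64, 0.618 ± 0.746, 0.931 ± 0.805 and 362 ± 177 CPM (mean ± SD, n = 5). IL1B was a DEG in 1 of the 8 fits that left out 1 dog. For IL1B, CCL3 and CCL13 the luteolysis dog Amy did not lie above all mid-gestation dogs, and for DLA-DQA it lay above all of them.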

Whereas in mid-pregnant dogs the remodelling processes associated with structural CL regression were already clearly visible, also in this contrast the prepartum luteolysis was characterized by inflammatory- and acute-phase responses, including NFκB-, TNF- and LPS- mediated effects, as well as by apoptotic signaling. Similarly, the expression of selected target genes (IL1b, CCL3, CCL13 and MHCII) was confirmed, displaying higher levels during natural luteolysis. 

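The acute-phase genes SAA1, ENSCAFG00000015206 and ENSCAFG00000029553 were at 27.0 ± 23.5, 23.5 ± 18.0 and 109 ± 115 CPM at mid-gestation and at 250.0 ± 141, 144 ± 113 and 847 ± 383 CPM in luteolysis (mean ± SD). All were DEG, with log2 ratios of −3.21, −2.62 and −2.97; reads of these related genes are hard to assign to one of them. HSD3B7 (ENSCAFG00000016770) was also higher in luteolysis, at 118 ± 37.0 against 60.2 ± 5.73 CPM (log2 ratio −0.97, SE 0.21, edgeR adjusted p = 0.0193). It was lowest in luteal regression, at 39.0 ± 1.29 CPM (n = 2; luteal regression over luteolysis −1.60, SE 0.28, edgeR adjusted p = 0.0367), and at 88.8 ± 21.7 CPM after antigestagen (n = 5; mid-gestation over antigestagen −0.56, SE 0.18, edgeR adjusted p = 0.543; luteolysis over antigestagen 0.41, SE 0.21, edgeR adjusted p = 0.307).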

TGFβ signaling was represented both by genes relating to structural remodelling during mid-gestation (detected by Bioconductor), and to inflammatory pathways found by IPA software during prepartum luteolysis. This further underlines its possible involvement in morphological and functional cessation of the canine CL life span.

Antigestagen treatment results in preterm luteolysis/abortion [10, 25] and accelerates luteal regression in mid-luteal, non-pregnant bitches [60]. The underlying molecular and endocrine mechanisms associated with the functional withdrawal of P4 remain, however, not completely understood. This prompted us to investigate the impact of aglepristone on the luteal transcriptome in mid-pregnant dogs, comparing them with non-treated controls. Therefore, the experimental contrast “mid-gestation over antigestagen” was established. However, this contrast resulted in the highest variability of gene expression. Thus, despite the relatively high number of genes, the expression of which differed at the applied level of *p* < 0.01 (429 genes), when the corrected *p*-value (FDR) of <0.1 was applied, the list of DEG became restricted to 92 genes. This strongly limited interpretation of these results. It appears, however, that application of antigestagen to mid-pregnant dogs results in induction of the immune response and suppresses terms related to proliferation and protein metabolism. These effects were mirrored by higher expression of selected target genes validated by semi-quantitative PCR. Thus, the cyclin A2 (CCNA2), an important positive regulator of cell cycle progression, was more highly expressed in the CL of control mid-pregnant dogs. 

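To follow the immune response across groups, the mean centred log2 CPM of the named genes was compared between the 5 mid-gestation and the 5 antigestagen-treated dogs for 9 immune and inflammatory gene lists that Additional file 5 gives for “luteal regression over luteolysis”, a contrast without any of these dogs. All 9 were higher after antigestagen, by differences (mid-gestation minus antigestagen) from −0.79 to −0.36. The exact permutation test, two-sided, gave p-values from 0.00794, the smallest it can give with 5 against 5 dogs, to 0.151, and 7 of the 9 had an adjusted p-value below 0.1 (0.0714 for the smallest). The lists share genes and are not independent of each other. The shift was also seen in lists not named for immunity, and whether these hold immune genes too was not tested. Among other luteolysis lists of that contrast, response to wounding differed by −0.38 and apoptotic signaling by −0.57. Response to reactive oxygen species, at 0.0036, did not shift. The paper proposes that antigestagen induces an immune response and suppresses proliferation, while pointing to the variability of this contrast. It reasons from immune and inflammatory terms higher in treated dogs and from cell cycle and protein metabolism terms higher at mid-gestation. It adds qPCR, with CCNA2, GATA4 and RXFP1 higher at mid-gestation and CCL3 higher after treatment.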

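In the RNA-Seq counts CCNA2 (ENSCAFG00000004133) was at 6.20 ± 3.34 CPM at mid-gestation and 2.76 ± 0.784 CPM after antigestagen (mean ± SD, n = 5 each). Its unadjusted p-value in edgeR was 0.00563 and its adjusted p-value 0.523.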

Interestingly, however, although it was significantly enriched at the level of *p* < 0.01, expression of this gene did not pass the initially applied FDR <0.1 selection criterion. 

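GATA4 was at 111 ± 17.0 CPM at mid-gestation and 96.7 ± 17.2 CPM after antigestagen, where 1 dog lay apart from the others at 66.6 CPM, and RXFP1 at 7.84 ± 5.50 and 5.85 ± 3.50 CPM (mean ± SD, n = 5 each). The log2 ratios of mid-gestation over antigestagen, 0.20 (SE 0.17) and 0.44 (SE 0.51), were within the spread between dogs (edgeR adjusted p = 0.851 and 0.902).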

Additionally, we found increased expression of transcriptionally and steroidogenically active GATA4 and RXFP1, during mid-pregnancy. On the other hand, the immune system-derived CCL3 was elevated in treated CL. 

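By RNA-Seq, CCL3 was at 3.17 ± 1.74 CPM in treated dogs and 2.39 ± 2.64 CPM at mid-gestation (mean ± SD, n = 5 each), and the log2 ratio of mid-gestation over antigestagen, −0.41 (SE 1.05, edgeR adjusted p = 0.968), did not exceed the spread between dogs. Its sign changed to 0.49 (SE 1.21, edgeR adjusted p = 0.893) when the share of counts in the 10 most-counted genes of each dog entered the model, a setting added after the data had been seen.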

Cumulatively, based on the results presented herein, and despite the high variability of results obtained in the discussed contrast (i.e., mid-gestation over antigestagen), the luteotropic function of P4 within canine CL may be related to positive regulation of the cell cycle, proliferation and transcriptional activity, and anti-inflammatory effects.

Interestingly, as revealed in the next comparison, although it led to suppression of luteal steroidogenesis, when compared with the natural prepartum luteolysis, the antigestagen treatment evoked weaker immune and inflammatory reactions. Instead, as in the previous contrast, the inhibitory effects related predominantly to cell proliferation, also inhibition of transcription and gene expression was prevalent. 

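Averaged over the 10 immune response genes named for “luteolysis over antigestagen”, centred log2 CPM was 2.22 ± 2.08 in luteolysis, −0.23 ± 0.49 after antigestagen and −0.66 ± 0.36 at mid-gestation (mean ± SD, n = 3, 5 and 5); as the genes were taken from the DEG of this contrast, the first difference is fixed by their choice. Whether the change from luteal regression to natural luteolysis differs from that from mid-gestation to induced luteolysis was tested gene by gene across the 14922 genes of the model, which gave 0 DEG with edgeR after adjustment (568 genes at an unadjusted p-value below 0.01 and 1869 below 0.05). This number depends on the method and on the dogs: it was 495 with DESeq2 without and 423 with shrunken log2 ratios, 2549 with limma-voom, and 684 with edgeR without the luteolysis dog Amy. As a count over all genes, it does not answer whether immune genes as a set differ. It also starts from luteal regression and mid-gestation, which are no part of the direct contrast. The paper reasons from the direct contrast of both luteolytic groups, in which immune and inflammatory genes are higher in natural luteolysis, that antigestagen treatment evokes the weaker immune reaction. Its evidence includes qPCR of MHCII, CXCL8, CCL3 and SAA, also higher in natural luteolysis.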

Additionally, Cytoscape assigned genes associated with functional networks relating to the response to TGFβ in the antigestagen-treated group. Among these were genes associated with structural remodelling of tissue such as ADAMTSL2. 

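ADAMTSL2 (ENSCAFG00000023757) was at 17.2 ± 5.79 CPM in treated dogs, 1 of which lay apart from the others at 27.4 CPM, and at 5.62 ± 2.94 CPM in luteolysis (mean ± SD, n = 5 and 3). The log2 ratio of luteolysis over antigestagen was −1.60 (SE 0.36, edgeR adjusted p = 0.0396).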

Among representative genes expressed more during natural luteolysis and positively validated by semi-quantitative PCR were immunoreactive factors involved in the acute response, such as CXCL8 (IL8) and SAA. 

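In treated dogs CXCL8 was at 20.0 ± 16.0 CPM (mean ± SD, n = 5), with a log2 ratio of luteolysis over antigestagen of 3.52 (SE 1.05, edgeR adjusted p = 0.0971), and CCL3 and DLA-DQA had log2 ratios of 5.03 (SE 1.19, edgeR adjusted p = 0.0462) and 1.49 (SE 0.41, edgeR adjusted p = 0.0735). The serum amyloid A genes, among which reads are hard to assign, had log2 ratios of 1.49 for SAA1, 1.74 for ENSCAFG00000015206 and 2.52 for ENSCAFG00000029553, with edgeR adjusted p-values of 0.279, 0.163 and 0.104.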

Besides the acute inhibition of P4 production during natural luteolysis, the functional withdrawal of P4 during this time was marked by higher expression of transcripts encoding for CYP17A1 (steroid-17*alpha*-hydroxylase) enzyme. 

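For luteolysis over antigestagen, the log2 ratio of CYP17A1 was 1.27 (SE 0.51, edgeR adjusted p = 0.200). With 1 dog left out at a time it lay between 0.93 and 1.73.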

Acting upon P4, CYP17A1 catalyzes its conversion to the less biologically potent 17-OHP (17-hydroxyprogesterone).

Changes induced in luteal transcriptomes, commonly regulated during normal and induced luteolysis, were compared using Venn diagrams. First, we aimed to compare the changes induced by endogenous PGF2alpha in late regressing CL (i.e., during natural luteolysis), with the antigestagen-mediated changes evoked in fully active CL. Therefore, the two contrasts “luteal regression over luteolysis” and “mid-gestation over antigestagen” were chosen. We found two genes, CYP17A1 and SULT1E1, which were commonly represented more during luteal regression and mid-gestation over their luteolytic counterparts. Thus, both genes that were less expressed in CL dominated by apoptosis are involved in controlling luteal steroidogenic capability. Genes which were commonly more highly expressed in luteolytic groups included some of the immune system-relevant factors like C5AR2 (CD88).

In the next comparison we were interested to find the genes characteristic of antigestagen-mediated effects. The two contrasts submitted to the analysis were: “luteolysis over antigestagen” and “mid-gestation over antigestagen”. We found CYP17A, being commonly less expressed in antigestagen-treated samples in both contrasts. 

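CSRNP3 (ENSCAFG00000032100) was at 6.51 ± 2.23 CPM in luteolysis, 6.01 ± 1.25 CPM at mid-gestation and 14.9 ± 5.67 CPM in treated dogs (mean ± SD, n = 3, 5 and 5), with log2 ratios of −1.19 for luteolysis (SE 0.35, edgeR adjusted p = 0.0896) and −1.31 for mid-gestation (SE 0.29, edgeR adjusted p = 0.429) over antigestagen. ELL2 (ENSCAFG00000007900) was at 20.7 ± 4.66, 19.5 ± 11.2 and 48.0 ± 11.2 CPM, with log2 ratios of −1.22 (edgeR adjusted p = 0.149) and −1.30 (edgeR adjusted p = 0.509).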

Among genes commonly more represented in the antigestagen groups of this contrast were CSRNP3 (known as TGF-β-induced apoptosis protein 2) and ELL2 (elongation factor for RNA polymerase II 2), a regulator of gene transcription.

## Conclusions

Herein, deeper insights have been obtained into possible cellular mechanisms governing the luteal life span in the domestic dog during pregnancy and in non-pregnant cycles. The most important conclusions from our study are summarized in Fig. 8.

**Fig. 8:**
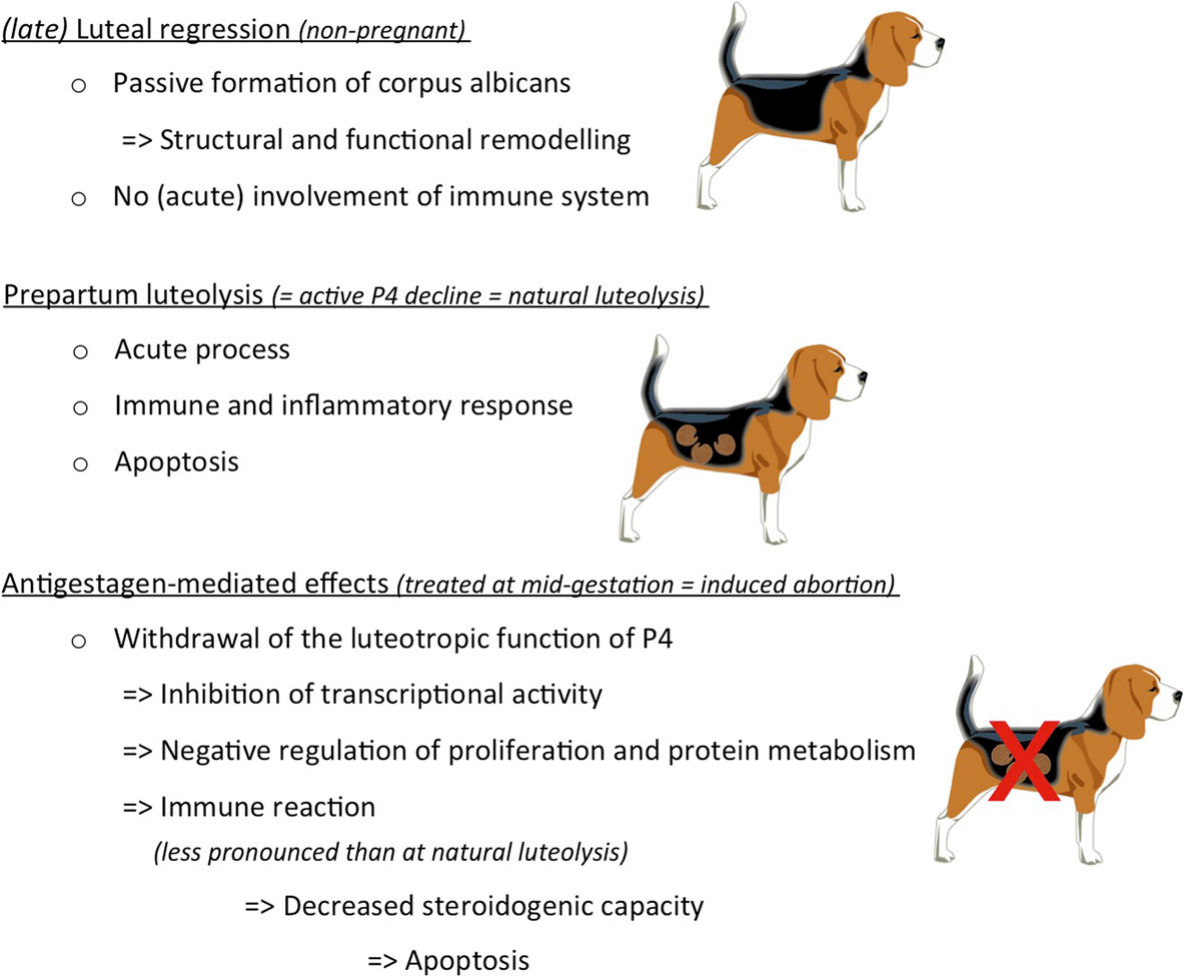
A cumulative presentation of major conclusions drawn from the present study is shown. Thus, luteal regression in non-pregnant bitches appears to be a slowly ongoing, passive degenerative process leading to corpus albicans formation, associated with structural remodelling processes in the absence of an acute inflammatory reaction. The latter, i.e., acute inflammation, is observed during prepartum luteolysis, and is most probably caused by PGF2alpha of utero-placental origin. The antigestagen-mediated effects seem to relate primarily to inhibition of the luteotropic function of progesterone (P4), rather than to the inflammatory reaction evoked by its withdrawal

Clearly, the data obtained by RNA-Seq are not definitive, as they need to be further substantiated by studies involving larger numbers of animals and by presenting more mechanistic approaches, including in vivo and in vitro studies.

Nevertheless, however, the analysis of transcriptomes presented herein supports our previously postulated hypothesis describing luteal regression in non-pregnant dogs as a degenerative process devoid of the acute luteolytic principle and without acute involvement of the immune system as observed prepartum [1]. The contribution of the immune system seems to be critical in the PGF2alpha-mediated active prepartum luteolysis, which appears to be an acute immune process. The antigestagen-mediated effects may primarily result in the inhibition of gene expression and cell proliferation, as well as the inflammatory response. These effects cumulatively point towards the withdrawal of the luteotropic function of P4.

The P4-mediated effects can be especially important for understanding some of the clinical conditions associated with the negative pregnancy outcomes, such as luteal insufficiency which affects some bitches.

Finally, several differentially expressed genes were identified within the experimental groups representing different functional pathways and networks and being possibly involved in the maintenance and cessation of canine luteal function. Some of them deserve closer attention for determining future research directions, like the TGFβ-mediated pathways. Similarly, the cellular origin and functional interplay between different immune system-derived factors need further clarification. Future studies will also need to focus on translating information obtained from investigating the transcriptome to functional studies at the protein level.

## Additional files

Additional file 1: List of DEG found in the contrast “luteal regression over luteolysis”. All genes detected with *p* < 0.01 passed the FDR < 0.1 selection (adjusted *p*-values). (XLSX 141 kb)

Additional file 2: List of DEG found in the contrast “mid-gestation over luteolysis”. All genes detected with *p* < 0.01 passed the FDR < 0.1 selection (adjusted *p*-values). (XLSX 154 kb)

Additional file 3: List of DEG found in the contrast “mid-gestation over antigestagen”. Shown are the following lists: (1–2) list of genes with *p* < 0.01; (3–4) list of genes with adjusted *p*-values (i.e. FDR <0.1). (XLSX 71 kb)

Additional file 4: List of DEG found in the contrast “luteolysis over antigestagen”. All genes detected with *p* < 0.01 passed the FDR < 0.1 selection (adjusted *p*-values). (XLSX 133 kb)

Additional file 5: Shown are the following lists: (1) representative genes involved in particular GO terms; (2) representative genes involved in particular networks; (3) representative pathways, genes and top upstream regulators. (XLSX 21 kb)

Additional file 6: Venn-diagrams, combined results for Figs. 3 and 4. An overview of overlapping genes commonly expressed between the selected contrasts: (contrast 1) “luteal regression over luteolysis” and (contrast 2) “mid-gestation over antigestagen”, or (contrast 1) “luteolysis over antigestagen” and (contrast 2) “mid-gestation over luteolysis”. There are separate lists for each set threshold: genes expressed solely in either of the contrasts, and genes commonly expressed in both contrasts. (XLSX 67 kb)

How the deposited data were processed for this re-analysis (not part of the article)

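Messenger RNA of the CL of 15 dogs was measured by RNA-Seq, with 1 library per dog: 5 dogs at mid-gestation, 5 antigestagen-treated dogs, 3 dogs at prepartum luteolysis and 2 dogs in luteal regression. Each dog is an independent replicate, and no dog appears in more than 1 group. The paper names permits from Giessen and Ankara without saying which dogs came from where. Whether collection site follows group could therefore not be checked. If it does, contrasts between groups from different sites also compare the sites. The third luteal regression dog that the paper counts was not analysed here, nor were the paper's qPCR measurements.

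The authors aligned the reads to the dog genome CanFam3.1 with STAR, counted the reads per Ensembl gene with featureCounts and deposited the raw count of every gene and dog, without normalization or filter. The table holds 23630 genes, of which 4296 have no read in any dog. Counts of at least 10000 are rounded to 4 significant digits in it, as was checked on its 3148 such values. Since a rounded count is still within a small fraction of a percent of the original, it was used as it stands. The total count per dog was between 15236939 and 23505897 in luteolysis, between 8558743 and 21247518 after antigestagen, 16523232 and 16648029 in luteal regression, and between 18313707 and 26284315 at mid-gestation. At these depths the spread between dogs exceeds the sampling noise of the counts by far: the chi-squared per degree of freedom between replicate dogs was between 33.1 and 269, where sampling noise alone gives values near 1.

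The groups were read from the sample labels. For the mid-gestation dog Nescafe the title and the condition were followed, whereas its description gives the number of the antigestagen group. The analysis was run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a mean count of at least 10 in at least 1 group entered the fit (14922 genes). Libraries were scaled with TMM, dispersions were estimated over all 15 dogs, and each contrast was tested two-sided with the quasi-likelihood F-test of edgeR on the genes with a mean count of at least 10 in 1 of its groups. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and DEG were the genes with a p-value below 0.01 and an adjusted p-value below 0.1. The contrasts were the 4 of the paper, luteal regression over mid-gestation and over antigestagen, and the difference between natural and induced luteolysis, that is, luteolysis minus luteal regression against antigestagen minus mid-gestation. The SE of a log2 ratio was obtained as its absolute value divided by the square root of the F statistic. Log2 CPM for plots, principal components, list scores and within-group spread were computed with a prior count of 2. Overlaps of contrasts were counted among the genes tested in both, with the log2 ratio limits of 1 and −1 that the paper uses.

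The genes named in the text follow a rule: every gene that the paper names in its Results or Discussion as differing in a contrast, in that contrast, the HSD3B genes in all 4 contrasts, and per contrast the 3 DEG of smallest p-value in each direction whose groups do not overlap in log2 CPM. STAR and CYP11A1 were part of the rule but could not be paired with an identifier. No genome annotation was used, and names come from Additional files 1 to 4 alone, and 2967 of the 14922 genes in the fit have one. For functional terms, networks and pathways, the genes named in Additional file 5 were looked up, and their log2 ratios, the number of DEG and their mean log2 CPM per dog, centred over all dogs, were reported. Enrichment of whole terms, upstream regulators and networks were not recomputed, since the databases behind them were not used here. Scores of 17 further gene lists had been intended where at least 80% of a list had an identifier; coverage ran from 7.14 to 66.7%, so that none was computed.

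Differences of list scores between 5 mid-gestation and 5 antigestagen-treated dogs were tested with an exact permutation test, and correlations across the 15 dogs with 100000 permutations, both two-sided. Overlap was tested with Fisher's exact test, one-sided for a larger overlap, as a description since genes are not independent.

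Numbers of DEG, overlaps and the log2 ratios of the named genes were recomputed with DESeq2's size factors and with upper-quartile scaling in edgeR, with robust edgeR, with limma-voom and quality weights, with DESeq2's Wald test without and with shrinkage of log2 ratios and with its filter on outlying counts (Cook's distance), with the dogs of the compared groups alone (apart from the difference between natural and induced luteolysis), without a filter on low counts, with a mean count of at least 50, with an adjusted p-value below 0.05, and with each dog left out in turn. With a dog left out, DEG were called only where both groups kept at least 2 dogs, while log2 ratios were also computed with 1 luteal regression dog. Within-group spread and common dispersion were recomputed with DESeq2's size factors, with a mean count of at least 50 and with dogs left out. A likelihood ratio test in edgeR and the share of counts in the 10 most-counted genes as a covariate were added after the data had been seen. Numbers of DEG were also counted over other splits of the dogs of 2 groups into groups of the same sizes, 56 splits for 3 against 5 dogs and 100 of the 126 possible for 5 against 5. The procedure was tested on simulated data with the dispersion of these counts (0.122) and 200 genes changed by 2 on the log2 scale: edgeR called 76.5% of the changed genes tested for luteal regression over luteolysis, 92.8% for mid-gestation over luteolysis, 96.4% for luteolysis over antigestagen and 99.0% for mid-gestation over antigestagen, together with 12 to 26 unchanged genes. In the same simulation DESeq2 without shrinkage called 40 to 64 unchanged genes and DESeq2 with shrinkage 35 to 58, while limma-voom called 13 to 28. Every simulated gene had the same dispersion and no dog was made to lie apart. These shares and numbers therefore need not hold for the real counts.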

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

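The relation of the main axis to total count was chosen only after the result was seen, unlike the search for dogs lying apart. In groups of 5 dogs, a dog was taken to lie apart when the gap between the highest or lowest dog and its nearest neighbour, divided by the whole range of the group, exceeded Dixon's critical value of 0.71. The groups of 3 and 2 dogs cannot be tested in this way. Of 120 groups examined, over total counts and the log2 CPM of the named genes, 9 held such a dog, where 6 are given by chance.

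The mid-gestation dog Kurtulus had a total count of 26284315, against 18313707 to 20600378 in the other mid-gestation dogs (gap over range 0.713). Its depth enters every gene through the scaling of libraries, and a relation of the main axis of variation between dogs to total count was neither shown nor ruled out (Pearson's r = 0.233 over 15 dogs, permutation test, two-sided, p = 0.403).

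In the antigestagen-treated dog Seran, 3 genes were lower than in the other treated dogs: GATA4 at 66.6 CPM against 100.2 to 109 CPM (gap over range 0.830), RRM2 at 0.828 against 2.45 to 3.02 CPM (0.831) and HJURP at 0.237 against 1.22 to 2.14 CPM (0.721). The total count of Seran, 19272885, lies within the range of the treated dogs, so that depth alone does not set it apart. HJURP rests on 4 counts in this dog. The 10 most-counted genes took 19.7% of the counts of Seran, and Zeynep, with 20.6%, did not lie apart in any of these genes.

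In the antigestagen-treated dog Birnur, NT5E was lowest, at 1.96 CPM against 4.45 to 5.96 CPM (gap over range 0.734), and ADAMTSL2 highest, at 27.4 against 13.7 to 16.3 CPM (0.750). Among mid-gestation dogs, AOC1 was lowest in Gold, at 0.313 CPM (6 counts) against 1.52 to 2.11 CPM (0.815), NFIL3 was lowest in Nescafe, at 34.9 against 96.4 to 141 CPM (0.729), and KIF5C was highest in Kurtulus, at 44.7 against 10.1 to 15.1 CPM (0.730). The direction differs from gene to gene and the dogs are spread over both groups, and a number of 9 lies near the 6 given by chance. GC content, gene length, RNA from other tissue and differences between library batches were not tested for these dogs. No biological explanation was tested. For Nescafe the sample labels conflict: the title and the condition give mid-gestation, which was followed, and the description gives the number of the antigestagen group.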

How the results depend on the processing

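The settings named here were chosen before the data were examined, except the likelihood ratio test and the share covariate, which were chosen only after the results had been seen. Contrasts are those of the paper and, in addition, luteal regression over mid-gestation and over antigestagen and the difference between natural and induced luteolysis; their numbers of DEG with edgeR's quasi-likelihood test were 754 for luteal regression over luteolysis, 1197 for mid-gestation over luteolysis, 687 for luteolysis over antigestagen and 0 for the other contrasts (980 genes at an unadjusted p-value below 0.05 for mid-gestation over antigestagen, 2073 for luteal regression over mid-gestation, 2496 for luteal regression over antigestagen and 1869 for the difference). The counts stayed within 1.5 times these numbers under DESeq2's size factors, upper-quartile scaling, robust edgeR and both filters on low counts, apart from luteal regression over antigestagen, where DESeq2's size factors gave 3 DEG, upper-quartile scaling 2 and a mean count of at least 50 gave 1. Of the 754, 1197 and 687 DEG, 696, 1184 and 671 were DEG with DESeq2's size factors and 612, 1155 and 660 with upper-quartile scaling. Upper-quartile scaling moved the median log2 ratio of all genes for luteal regression over luteolysis by 0.10, from −0.05 to 0.06, and with it the share of DEG that were higher in luteal regression from 29.8% to 42.9%. The median log2 ratio of the representative genes had the same sign in 58 of 58 functional lists under both scalings, as measured and relative to the median of all genes.

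DESeq2's Wald test gave more DEG. Without shrinkage of the log2 ratios it called 1567 genes for luteal regression over luteolysis, 87 for mid-gestation over antigestagen, 1486 for luteolysis over antigestagen, 332 for luteal regression over mid-gestation, 920 for luteal regression over antigestagen and 495 for the difference between natural and induced luteolysis. With shrinkage these numbers were 1606, 86, 1471, 287, 851 and 423, and with the filter on outlying counts 1563, 85, 1481, 332, 918 and 494. Of the edgeR DEG, 752 of 754, 1183 of 1197 and 678 of 687 were DEG with shrinkage too. The overlap of luteal regression over luteolysis with mid-gestation over antigestagen, 0 genes with edgeR, was 14, 15 and 14 genes under these settings, and the overlap of luteolysis over antigestagen with mid-gestation over antigestagen, also 0, was 30, 32 and 29 genes. Limma-voom with quality weights called 3646 genes for luteal regression over luteolysis, 3220 for mid-gestation over luteolysis, 18 for mid-gestation over antigestagen, 2833 for luteolysis over antigestagen, 2741 and 2408 for luteal regression over mid-gestation and over antigestagen, and 2549 for the difference; the overlaps were 5 and 8 genes.

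Fitting only the dogs of the 2 groups compared gave 0 DEG for luteal regression over luteolysis (2360 genes at an unadjusted p-value below 0.05), 422 for mid-gestation over luteolysis, 3 for luteolysis over antigestagen, 770 for luteal regression over mid-gestation and 1 for luteal regression over antigestagen. An adjusted p-value below 0.05 left 197, 583 and 268 DEG for luteal regression over luteolysis, mid-gestation over luteolysis and luteolysis over antigestagen. The likelihood ratio test gave 1260 DEG for luteal regression over luteolysis, 51 for mid-gestation over antigestagen, 1155 for luteolysis over antigestagen, 165 and 580 for luteal regression over mid-gestation and over antigestagen, and 321 for the difference, with overlaps of 8 and 13 genes. With the share of counts in the 10 most-counted genes as a covariate, the numbers were 1219 for luteal regression over luteolysis, 646 for mid-gestation over luteolysis, 1332 for luteolysis over antigestagen and 129 for the difference. For each number that changed under these settings, the cause was not tested.

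With 1 dog left out at a time, where both groups kept at least 2 dogs, the DEG ran from 5 to 1593 for luteal regression over luteolysis (3 fits), from 112 to 2434 for mid-gestation over luteolysis (8 fits), from 0 to 8 for mid-gestation over antigestagen (10 fits), from 6 to 2169 for luteolysis over antigestagen (8 fits), from 0 to 0 for luteal regression over mid-gestation (5 fits), from 0 to 91 for luteal regression over antigestagen (5 fits) and from 0 to 684 for the difference (13 fits). The overlaps ran from 0 to 1 and from 0 to 4 genes over 13 fits each. The spread between dogs of a group, measured as the median SD of log2 CPM, ran from 0.244 to 0.439 in luteolysis, from 0.336 to 0.437 after antigestagen and from 0.294 to 0.356 at mid-gestation, and could not be computed with a luteal regression dog left out. The common dispersion ran from 0.0530 to 0.147 for luteal regression over luteolysis, from 0.0992 to 0.143 for mid-gestation over luteolysis, from 0.106 to 0.123 for mid-gestation over antigestagen and from 0.113 to 0.160 for luteolysis over antigestagen.

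The text reports 100 log2 ratios of named genes, 53 of them of DEG. Over 2053 values of these ratios under other settings, 1 changed its sign: CCL3 in mid-gestation over antigestagen was 0.49 with the share covariate, against −0.41, and was not a DEG in either (edgeR adjusted p = 0.893 and 0.968). The cause was not tested. Under the 2-group fits 39 of the 100 were no longer DEG, under an adjusted p-value below 0.05 18, without a filter on low counts 4, with limma-voom 3, with upper-quartile scaling 1 and with the share covariate 7. DEG in addition were 39 without and 40 with shrinkage in DESeq2, 39 with its filter on outlying counts, 29 with the likelihood ratio test, 17 with limma-voom, 7 with the share covariate, 2 with a mean count of at least 50, and 1 each with DESeq2's size factors, upper-quartile scaling and robust edgeR. Of 758 values with 1 dog left out, 80 were of genes no longer DEG, 17 of genes that were DEG in addition, and 2 moved by more than the spread between dogs.

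The scores of 17 further gene lists, together with their alternatives (z scores, medians, DESeq2's size factors, camera and leaving out dogs), were not run, since no list had an identifier for 80% of its genes. No paired analysis was possible because each dog belongs to 1 group. Splits of luteal regression over luteolysis, of which few are possible with 2 luteal regression dogs, were not counted. Low counts limit HJURP, AOC1, SULT1E1 and, in luteal regression, CCL13 with 0 counts.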

Differences from the paper's values

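The likelihood ratio test and the share of the 10 most-counted genes as a covariate were chosen only after the result was seen; the other settings named in this part are alternatives set before the data were examined. A number of genes is called within the paper's when it is at most 1.5 times larger or smaller, and a log2 ratio when it differs by no more than its SE. The paper's methods name DESeq2 with a Wald test and the groups as a single factor.

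The number of DEG for luteal regression over luteolysis was 754 against the paper's 1595, with 225 against the paper's 541 higher and 529 against the paper's 1054 lower in luteal regression. For mid-gestation over luteolysis, 357 against the paper's 690 were higher at mid-gestation. For mid-gestation over antigestagen, 0 DEG (980 genes at an unadjusted p-value below 0.05) stand against the paper's 92, with 0 against the paper's 38 higher and 0 against the paper's 54 lower at mid-gestation, and 246 genes against the paper's 429 had a p-value below 0.01. In luteolysis over antigestagen the number was 687 against the paper's 1480, with 452 against the paper's 793 higher and 235 against the paper's 687 lower in luteolysis. In the overlap of luteal regression over luteolysis with mid-gestation over antigestagen, 0 genes (251 at an unadjusted p-value below 0.05 in both contrasts) stand against the paper's 11, 0 against the paper's 2 with a log2 ratio above 1 and 0 against the paper's 5 with one below −1; 739 against the paper's 1584 were DEG in the first contrast alone and 0 against the paper's 81 in the second alone. In the overlap of luteolysis over antigestagen with mid-gestation over antigestagen, 0 genes (256 at that p-value in both) stand against the paper's 36, 0 against the paper's 4 with a log2 ratio above 1 and 0 against the paper's 17 with one below −1; 646 against the paper's 1444 were DEG in the first contrast alone and 0 against the paper's 56 in the second alone.

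All of these numbers came within the paper's under DESeq2's Wald test without shrinkage of the log2 ratios, with shrinkage and with the filter on outlying counts. With shrinkage the numbers of DEG were 1606 (540 higher and 1066 lower) for luteal regression over luteolysis, 685 higher at mid-gestation than in luteolysis, 86 (37 and 49) for mid-gestation over antigestagen with 423 genes at a p-value below 0.01, and 1471 (800 and 671) for luteolysis over antigestagen; the overlaps were 15 (2 and 5) and 32 (3 and 13) genes. Without dog Amy, the 3 numbers for luteal regression over luteolysis (1593, 548 and 1045), the total and the higher genes for luteolysis over antigestagen (2169 and 1112) and both numbers of genes in the first contrast alone (1537 and 2086) were also within the paper's, as was the number of genes higher in luteal regression without Kimba (413), and that of genes at a p-value below 0.01 for mid-gestation over antigestagen without Citir (286) or Kurtulus (328). None of the other alternatives, which were DESeq2's size factors, upper-quartile scaling, robust edgeR, limma-voom, the 2 groups alone, no filter on low counts, a mean count of at least 50 and an adjusted p-value below 0.05, brought any of these numbers within the paper's. The likelihood ratio test, chosen after seeing the values, did so for the 3 numbers of luteal regression over luteolysis (1260, 395 and 865), for the genes higher at mid-gestation than in luteolysis, for the genes at a p-value below 0.01 in mid-gestation over antigestagen (349), for the total and the higher genes of luteolysis over antigestagen (1155 and 720), for the overlap of luteal regression over luteolysis with mid-gestation over antigestagen (8 genes, 5 of them with a log2 ratio below −1) and for both numbers of genes in the first contrast alone. The share covariate, also chosen after seeing the values, did so for luteal regression over luteolysis (1219, 371 and 848), for the genes at a p-value below 0.01 in mid-gestation over antigestagen (479), for luteolysis over antigestagen (1332, 703 and 629) and for the genes in the first contrast alone (1181 and 1287). The remaining numbers stayed outside the paper's under these 2 settings.

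Of the DEG in the paper's additional files, those tested here had the same direction in each contrast. For luteal regression over luteolysis, 751 of 1594 such genes were DEG here; the settings that called more of them gave 1564 (DESeq2 with shrinkage), 1501 (without), 1497 (filter on outlying counts), 1541 (limma-voom), 765 (robust edgeR), 1062 (without Amy), 832 (without Kimba) and, with settings chosen after seeing the values, 1227 (likelihood ratio test) and 955 (share covariate); a mean count of at least 50 also called more. For mid-gestation over luteolysis, 1172 of 1742 were DEG, against 1707, 1693 and 1689 with the DESeq2 settings in the same order, 1603 with limma-voom, 1222 with DESeq2's size factors, 1217 with upper-quartile scaling, 1177 with a mean count of at least 50, 1174 with robust edgeR, 1354 without Amy and 1454 with the likelihood ratio test, which was chosen after seeing the values. For mid-gestation over antigestagen, 0 of 92 were DEG (92 had an unadjusted p-value below 0.01), against 86, 83 and 81 with the DESeq2 settings, 14 with limma-voom, 8 without Citir, 5 without Kurtulus and 47 with the likelihood ratio test, again chosen after seeing the values. In luteolysis over antigestagen, 677 of 1476 were DEG, against 1444, 1430 and 1427 with the DESeq2 settings, 1272 with limma-voom, 731 with a mean count of at least 50, 693 with DESeq2's size factors, 691 with upper-quartile scaling, 681 with robust edgeR, 1072 without Amy, and, chosen after seeing the values, 1111 with the likelihood ratio test and 1076 with the share covariate. DEG here that the paper's files do not list numbered 3, 25, 0 and 10 in these contrasts. With DESeq2 and shrinkage there were 42, 37, 0 and 27 such genes, without shrinkage 66, 55, 4 and 56, with the filter on outlying counts 66, 55, 4 and 54, and with limma-voom 2105, 1617, 4 and 1561. Without Amy they numbered 531 for luteal regression over luteolysis, 1080 for mid-gestation over luteolysis and 1097 for luteolysis over antigestagen, without Kimba 203 for luteal regression over luteolysis, and for mid-gestation over antigestagen 0 without Citir and 1 without Kurtulus. The likelihood ratio test, chosen after seeing the values, gave 33, 85, 4 and 44, and the share covariate, chosen likewise, 264 for luteal regression over luteolysis and 256 for luteolysis over antigestagen.

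Of 94 log2 ratios of named genes that the additional files list, 94 had the same sign, 94 were larger in size here and 32 differed by more than their SE. With DESeq2's shrinkage 0 of the 94 differed, the largest difference being 0.204. Unless stated, the other alternatives did not bring these ratios within the paper's. The share covariate, chosen after seeing the values, did so for RXFP1 in luteal regression over luteolysis, for IL1B, CAPG and serum amyloid A ENSCAFG00000015206 and ENSCAFG00000029553 in mid-gestation over luteolysis, and for FZD5 in mid-gestation over antigestagen, and the likelihood ratio test, chosen in the same way, for 0 of the 32.

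For luteal regression over luteolysis, the log2 ratios were RXFP1 2.19 against the paper's 1.371 (1.33 with shrinkage), CXCL8 −4.93 against the paper's −1.418 (−1.35 with shrinkage), IL1B −4.84 against the paper's −1.246 (−1.45 with shrinkage), CCL3 −7.83 against the paper's −1.647 (−1.56 with shrinkage), serum amyloid A ENSCAFG00000015206 −4.45 against the paper's −2.368 (−2.29 with shrinkage), SAA1 −5.28 against the paper's −1.991 (−1.90 with shrinkage), serum amyloid A ENSCAFG00000029553 −5.17 against the paper's −1.865 (−1.79 with shrinkage), SULT1E1 2.79 against the paper's 1.684 (1.57 with shrinkage), C5AR2 −2.40 against the paper's −1.707 (−1.68 with shrinkage), ADM5 −3.47 against the paper's −2.136 (−2.07 with shrinkage), C10orf10 −1.91 against the paper's −1.265 (−1.24 with shrinkage), ZBTB16 2.84 against the paper's 2.222 (2.17 with shrinkage) and SNX10 −3.11 against the paper's −2.664 (−2.64 with shrinkage). Leaving out 1 dog also brought the ratio within the paper's for RXFP1 (Amy, Senta or Lissy), SULT1E1 (Amy or Senta), C5AR2 (Kimba, Senta or Mara), ADM5 (Senta or Mara), C10orf10 (Senta or Mara), ZBTB16 (Senta or Mara) and SNX10 (Kimba, Senta or Mara); without Lissy or Mara the ratio rests on 1 luteal regression dog. Upper-quartile scaling reached it for C5AR2, C10orf10 and SNX10, and the fit of the 2 groups alone for C5AR2 and SNX10. For CXCL8, IL1B, CCL3, SAA1 and the other serum amyloid A genes only shrinkage did. CCL13 had 0 counts in luteal regression, so that only a lower bound holds, at least 102-fold lower; edgeR's estimate on the log2 scale was −11.17 against the paper's −1.674 (−1.51 with shrinkage, the one setting that reached it).

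For mid-gestation over luteolysis, the log2 ratios were JUN 2.09 against the paper's 1.554 (1.53 with shrinkage), IL1B −3.22 against the paper's −1.311 (−1.49 with shrinkage), CCL3 −5.44 against the paper's −1.887 (−1.80 with shrinkage), CCL13 −4.66 against the paper's −1.752 (−1.60 with shrinkage), serum amyloid A ENSCAFG00000015206 −2.62 against the paper's −1.808 (−1.78 with shrinkage), SAA1 −3.21 against the paper's −1.886 (−1.83 with shrinkage), serum amyloid A ENSCAFG00000029553 −2.97 against the paper's −1.633 (−1.59 with shrinkage) and CAPG −3.46 against the paper's −2.805 (−2.78 with shrinkage). The fits without 1 dog reached the paper's ratio as well for JUN (Amy, Kimba, Turgay or Gold), IL1B (Senta), serum amyloid A ENSCAFG00000015206 (Kimba, Nescafe or Turgay) and CAPG (Kimba or Senta). Limma-voom and the fit of the 2 groups alone reached it for JUN. For CCL3, CCL13, SAA1 and serum amyloid A ENSCAFG00000029553 only shrinkage did among the alternatives set before the data were examined.

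For mid-gestation over antigestagen, the log2 ratios were FZD5 −2.68 against the paper's −2.146 (−2.11 with shrinkage) and CLCN1 −2.40 against the paper's −1.63 (−1.59 with shrinkage). Without 1 of the dogs the ratio also fell within the paper's for FZD5 (Suzan, Birnur, Nescafe, Turgay, Dardanel or Gold) and CLCN1 (Birnur, Zeynep, Nescafe, Gold or Kurtulus).

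For luteolysis over antigestagen, the log2 ratios were CXCL8 3.52 against the paper's 1.53 (1.48 with shrinkage), CCL3 5.03 against the paper's 1.814 (1.74 with shrinkage), serum amyloid A ENSCAFG00000029553 2.52 against the paper's 1.384 (1.35 with shrinkage), JUN −2.35 against the paper's −1.766 (−1.74 with shrinkage), NT5E 2.79 against the paper's 2.196 (2.17 with shrinkage), CLCN1 −3.69 against the paper's −2.035 (−1.95 with shrinkage), KIF5C −2.61 against the paper's −1.807 (−1.77 with shrinkage) and RRM2 4.10 against the paper's 2.911 (2.85 with shrinkage). With 1 dog left out, ratios within the paper's were also obtained for JUN (Amy, Kimba, Citir, Birnur or Zeynep), NT5E (Kimba or Birnur), KIF5C (Amy, Kimba, Birnur or Zeynep) and RRM2 (Senta). Limma-voom did so for JUN and KIF5C. For CXCL8, CCL3, CLCN1 and serum amyloid A ENSCAFG00000029553 only shrinkage did.

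Some statements of the paper differ from these counts in rank or direction. The paper gives mid-gestation over antigestagen as the contrast of highest variability in gene expression. Here its common dispersion, 0.116, was the lowest of the 4 contrasts with all dogs. The others were 0.132 for luteal regression over luteolysis, 0.132 for mid-gestation over luteolysis and 0.144 for luteolysis over antigestagen. The differences are within the jackknife SE of the contrasts with luteolysis. Without the luteolysis dog Amy these contrasts fell to 0.0530, 0.0992 and 0.113, and mid-gestation over antigestagen was then the highest. The rank thus depends on 1 dog. The legend of Fig. 2 gives the directions of the DEG of luteolysis over antigestagen the other way round from the paper's text; here 452 genes were higher and 235 lower in luteolysis. The same legend and the text also give different numbers of genes selected by p-value for mid-gestation over antigestagen; here 246 genes had a p-value below 0.01. Additional file 5 lists the network of cellular responses to steroidogenic stimulus for luteal regression; of its 4 genes tested here, 1 was higher in luteal regression.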

Other observations

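The counts over other splits of the dogs, the tests of depth and of the most-counted genes for the CCL3 counts of dog Amy, the tests of library size and condition for the main axis, the tests of the absence of DEG in mid-gestation over antigestagen and the comparison with the paper's log2 ratios were chosen only after the result was seen.

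Splits of the dogs. For mid-gestation over luteolysis, 2 of the 56 splits of the 8 dogs into 5 and 3 gave at least as many DEG as the real one, the real split included, with edgeR (1197 DEG, median of the splits 0, largest 1423) and 2 of 56 with DESeq2 and shrinkage (1744 DEG, median 17.5, largest 1897). The split that gave more exchanges Amy with the mid-gestation dog Nescafe, whose sample labels conflict (the description gives the number of the antigestagen group). For luteolysis over antigestagen, 5 of the 56 splits gave at least as many DEG as the real one, both with edgeR (687 DEG, largest 2611) and with DESeq2 (1471 DEG, largest 3238). Of the 4 other splits, 3 keep Kimba and Senta together and exchange Amy with an antigestagen-treated dog, Citir (1556 DEG with edgeR), Suzan (1690) or Birnur (716), and 1 sets Amy, Seran and Zeynep apart (2611); with DESeq2 they are the same splits. For mid-gestation over antigestagen, 100 of 100 splits drawn from 126 gave at least the 0 DEG of edgeR, which a count of 0 fixes in advance; 18 of the 100 gave at least 246 genes at a p-value below 0.01 and the largest number of DEG was 1297. With DESeq2 and shrinkage, 14 of these 100 splits gave at least 86 DEG (largest 1855). The numbers of DEG for luteolysis over antigestagen and mid-gestation over antigestagen are therefore not set apart from those of some other groupings of the same dogs, which for luteolysis over antigestagen are those that move Amy out of its group or join it with Seran and Zeynep. No such count was made for luteal regression over luteolysis, whose few dogs allow few splits.

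Dog Amy. In this luteolysis dog CCL3 had 1 count, against 3212 in Kimba and 3150 in Senta, CCL13 1 against 493 and 474, and IL1B 0 against 184 and 324. The chemokine gene CXCL8 was not low in this way: with 1145 counts in Amy it was below Kimba (7859) and Senta (4871) but above luteal regression (207 in Lissy and 92 in Mara) and above the mid-gestation dogs other than Gold (55 in Nescafe to 783 in Kurtulus, Gold 3395), and the order is the same in CPM. A remark in the paper's Fig. 1a says that part of the immune genes did not react in 1 luteolysis dog, which it does not name. Depth does not account for the CCL3 count, since at the lower rate of the other luteolysis dogs a CCL3 count of 1692 would be found at the depth of Amy. Nor do the most-counted genes, since without them its CCL3 rate was 0.0537% of the lower of the other luteolysis dogs. For the genes that differ between mid-gestation and the other luteolysis dogs, Amy was nearer the luteolysis mean in 15.1% (365 of 2423 genes), where mid-gestation dogs left out in the same way gave 8.11 to 21.4%, Kimba 73.8% and Senta 93.8%. A mislabelled or exchanged sample therefore remains a candidate explanation, although CXCL8 and the named genes below go against it in part. A less advanced stage of luteolysis was tested as the share of these genes for which Amy lies beyond all mid-gestation dogs on the luteolysis side: this was 28.0% (679 genes), against 22.0 to 41.6% for mid-gestation dogs left out, where rank alone gives 16.7% for Amy and 20% for a mid-gestation dog. By this measure Amy was not further along than mid-gestation dogs. Of 10 genes of mid-gestation over luteolysis, those the paper names and HSD3B7, 6 (JUN, DLA-DQA, GATA4, SAA1, serum amyloid A ENSCAFG00000029553 and HSD3B7) lay beyond all mid-gestation dogs in Amy and 4 did not, but these genes were called with Amy in the group. Differences in tissue composition or in the individual course of luteolysis were not tested, and Amy was kept as labelled.

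Main axis between dogs. The first principal component, with 27.0% of the variance, crossed the groups. Over the 15 dogs it was related to the share of counts in the 10 most-counted genes (Pearson's r = −0.80, permutation test, two-sided, p = 0.00018, adjusted p = 0.00036; Spearman's rho = −0.89, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 4e-05; 4 relations were computed). Without the 2 dogs farthest from the median r was −0.81, and for deviations from the group means −0.89. Recomputed without these 10 genes, the axis had an r of −0.81 (permutation p = 0.00018) with their share; since leaving 10 of 14922 genes out can hardly alter the axis, it cannot be told apart from an effect of these genes. With the TMM factor r was 0.68 (permutation p = 0.00586, rho 0.79 with permutation p = 0.00083), and with the total count 0.233 (permutation p = 0.403, rho 0.075 with permutation p = 0.793; r was 0.434 without the 2 farthest dogs and 0.372 for deviations from the group means), so that with 15 dogs an effect of library size is neither shown nor ruled out. The groups held 41.6% of the variance of the axis (permutation p = 0.0999), so that a part of the condition in it cannot be told apart from chance. Quality of the RNA, tissue composition and library batches may lie behind such an axis but were not tested.

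A split by that share. Among the 8 luteolysis and antigestagen dogs, the 3 with the highest share (Amy, Seran and Zeynep, at least 19.7% against at most 14.3% in the others) differed from the other 5 by 2611 DEG, against 687 for the condition. Without the 10 genes in counts, totals and scaling the numbers were 2552 and 710, but since leaving 10 genes out can hardly move such a number under TMM scaling, the split cannot be told apart from an effect of these genes. Since the share is related to the main axis of the same counts, a large number of DEG for this split is no independent finding. These 3 dogs were grouped by a measure of their libraries and are not a condition; the split is a hypothesis that an unrecorded feature of the dogs or samples may separate them.

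No DEG in mid-gestation over antigestagen. With edgeR 0 genes were DEG (980 at an unadjusted p-value below 0.05). A fit of these 10 dogs alone, in which the spread of the luteolysis dogs cannot enter, also gave 0 DEG (1023 genes at an unadjusted p-value below 0.05), and so did the share of the 10 most-counted genes as a covariate (0 DEG, 1895 genes at that p-value). In simulated counts with 5 dogs per group and the same dispersion for every gene, 99.0% of the genes changed by 2 on the log2 scale were called. In the real counts, changes of this size without overlap between the dogs were not DEG for CYP17A1 (log2 ratio 2.27, edgeR adjusted p = 0.305) and FZD5 (−2.68, edgeR adjusted p = 0.200), so that too few dogs for the spread of the real genes cannot be ruled out. The 0 also depends on the test and on the dogs: the same 10 dogs gave 87 DEG with DESeq2 without and 86 with shrinkage, 18 with limma-voom and 51 with a likelihood ratio test chosen after the result was seen, and edgeR gave 8 without Citir and 6 without Kurtulus.

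Luteal regression dogs in the paper. With DESeq2 and shrinkage, the log2 ratios of the genes that the paper lists for luteal regression over luteolysis had a median absolute difference of 0.0126 from the paper's, against 0.00652 to 0.00762 in the other contrasts, 0.129 to 0.214 when 1 of the 5 dogs of this contrast was left out (5 fits) and 0.215 without shrinkage. This is consistent with published ratios that come from the 2 luteal regression dogs analysed here, where the paper gives 3; a fit with 3 such dogs could not be made.

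Immune genes after antigestagen. For 9 immune and inflammatory lists drawn from luteal regression over luteolysis, 9 had a higher mean in antigestagen-treated than in mid-gestation dogs, by −0.79 to −0.36 (mid-gestation minus antigestagen, log2 scale), with exact permutation p-values from 0.00794, the smallest possible, to 0.151 and adjusted p-values from 0.0714 to 0.151. The lists share genes. Other luteolysis lists of the same contrast also shifted, by −0.38 for response to wounding and −0.57 for apoptotic signaling (exact permutation p = 0.00794 and 0.0159). Angiogenesis (−0.43), apoptotic mitochondrial changes (−0.38) and integrin signaling (−0.22) had the same sign. Response to reactive oxygen species, at 0.0036, did not shift. The shift is therefore not limited to the lists named for immunity. Whether the other lists hold immune genes too was not tested, so specificity to immune genes is left open. A weak activation of the same immune genes in induced luteolysis may be present. The difference between natural and induced luteolysis was tested gene by gene over all genes. With edgeR it gave 0 DEG (1869 genes at an unadjusted p-value below 0.05), and 684 without Amy. DESeq2 gave 495 without shrinkage, 423 with shrinkage and 494 with its filter on outlying counts. Limma-voom gave 2549, and a likelihood ratio test chosen after the result was seen gave 321. The number of DEG thus depends on the method and on the dogs. It covers all genes, and the immune lists were not tested for this difference as sets.

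Values that belong to no claim. Luteal regression over mid-gestation was tested on 14685 genes and gave 0 DEG (428 genes at an unadjusted p-value below 0.01 and 2073 below 0.05), and luteal regression over antigestagen on 14578 genes and gave 0 DEG (697 and 2496 genes). CXCL8, looked at further after its values were seen, was at 177 CPM in the mid-gestation dog Gold and at 2.89 to 28.1 CPM in the other mid-gestation dogs.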
